# Dose-dependent consequences of sub-chronic fentanyl exposure on neuron and glial co-cultures

**DOI:** 10.3389/ftox.2022.983415

**Published:** 2022-08-11

**Authors:** Doris Lam, Aimy Sebastian, Chandrakumar Bogguri, Nicholas R. Hum, Alexander Ladd, Jose Cadena, Carlos A. Valdez, Nicholas O. Fischer, Gabriela G. Loots, Heather A. Enright

**Keywords:** neuron-glia co-culture, multi-electrode array, cell culture, fentanyl, opioids, neural network

## Abstract

Fentanyl is one of the most common opioid analgesics administered to patients undergoing surgery or for chronic pain management. While the side effects of chronic fentanyl abuse are recognized (e.g., addiction, tolerance, impairment of cognitive functions, and inhibit nociception, arousal, and respiration), it remains poorly understood what and how changes in brain activity from chronic fentanyl use influences the respective behavioral outcome. Here, we examined the functional and molecular changes to cortical neural network activity following sub-chronic exposure to two fentanyl concentrations, a low (0.01 μM) and high (10 μM) dose. Primary rat co-cultures, containing cortical neurons, astrocytes, and oligodendrocyte precursor cells, were seeded in wells on either a 6-well multi-electrode array (MEA, for electrophysiology) or a 96-well tissue culture plate (for serial endpoint bulk RNA sequencing analysis). Once networks matured (at 28 days *in vitro*), co-cultures were treated with 0.01 or 10 μM of fentanyl for 4 days and monitored daily. Only high dose exposure to fentanyl resulted in a decline in features of spiking and bursting activity as early as 30 min post-exposure and sustained for 4 days in cultures. Transcriptomic analysis of the complex cultures after 4 days of fentanyl exposure revealed that both the low and high dose induced gene expression changes involved in synaptic transmission, inflammation, and organization of the extracellular matrix. Collectively, the findings of this *in vitro* study suggest that while neuroadaptive changes to neural network activity at a systems level was detected only at the high dose of fentanyl, transcriptomic changes were also detected at the low dose conditions, suggesting that fentanyl rapidly elicits changes in plasticity.

## Introduction

Fentanyl is one of the most frequently used synthetic opioids in medicine, as an analgesic and for pain management, but its heroin-like euphoric effects have implicated it in an overwhelming number of illicit and lethal drug overdosing cases in the United States. Opioid-related deaths account for two-thirds of all drug-related overdose deaths (Gomes et al., 2018; Ahmad et al., 2021). Fentanyl, like morphine, binds to mu-opioid receptors (MOR) in many brain regions (e.g., ventral tegmental area, prefrontal cortex, amygdala, hippocampus) (Chartoff and Connery, 2014), and this binding event can lead to addiction, tolerance, impairment of cognitive functions, and inhibit nociception, arousal, and respiration as a result of chronic abuse of the synthetic drug (Kosten and George, 2002). The precise mechanisms (e.g., molecular, and functional) of how fentanyl alters neural activity in the brain and leads to these lasting changes in cognitive functions and behavior remain poorly understood.

Recently, brain-on-a-chip (BOC) platforms, which often integrate cell cultures with a multi-electrode arrays (MEA), have emerged as a powerful technology to non-invasively record extracellular action potentials from primary rodent or human induced Pluripotent Stem Cell (iPSC)-derived neurons cultured on these systems (Kamioka et al., 1996; Chiappalone et al., 2003; Halliwell et al., 2021). The ability to monitor the functional dynamics of neural and network activity have been useful in evaluating pharmacological and toxicological effects of compounds on network activity (Chiappalone et al., 2003; Johnstone et al., 2010), and better understand how cellular and molecular changes affect the functional properties of neurons and their networks *in vitro*. More recent work has adopted this MEA technology to assess the natural opioid, morphine (Pollard et al., 2021), and other synthetic opioids, such as methadone (Yao et al., 2020). But no study to date has examined the functional consequences of fentanyl on neural network activity on the MEA technology. There is some evidence from previous studies that indicate a dose-dependent effect of fentanyl (from 0.01 to 10 μM) on neural activity and morphology. Using slice electrophysiology, an increase in hippocampal excitability was observed following 30-minute exposure to fentanyl, while a biphasic neuronal response was observed following sub-chronic exposure to the opioid (e.g., 3 days) wherein neuron cultures had shown dose-dependent changes in dendritic morphology and the expression and clustering of postsynaptic receptors (e.g., AMPA receptors) (Lin et al., 2009; Tian et al., 2015). However, the underlying molecular changes responsible for the functional changes in the activity of neurons and their behavior in a network remain to be elucidated.

In prior work (Enright et al., 2020), we have demonstrated that increased cellular complexity of our rat BOC technology, that includes primary astrocytes and oligodendrocyte precursor cells co-cultured with neurons, is needed to improve the functional relevance of these systems to better mimic the *in vivo* brain, and more accurately reproduce drug responses. We had shown that complex culture systems accelerated the maturation of neural networks, which may have been supported by the concurrent maturation of oligodendrocyte precursor cells to myelin-producing oligodendrocytes, and the reactivity of astrocytes that may contribute to supporting neural network activity. Here, we exposed the same complex neuron-glial cultures to fentanyl doses (0.01 or 10 μM) for 4 days, to mimic a sub-chronic exposure, and monitored electrophysiology from the onset until the last day of exposure. We selected these two concentrations as it was shown in previous studies to induce a dose-dependent or biphasic response (e.g., neural excitability or dendritic morphology and AMPA receptor expression/clustering) from *in vitro* or *ex vivo* systems (Lin et al., 2009; Tian et al., 2015). Bulk RNA sequencing was used to estimate cell abundance in the complex culture and evaluate transcriptomic changes in response to drug challenge. Consistent with prior findings, we identified a dose-dependent effect of fentanyl following sub-chronic exposure, specifically, cultures exposed to the high (but not low) dose showed a decline in their network properties. However, transcriptomic activity was sensitive to fentanyl at both the low and high concentrations, showing gene expression changes to processes involved in synaptic transmission, extracellular matrix, and inflammatory response in the complex neuron-glial cultures.

## Materials and methods

### Cell culture

Complex primary rat cultures containing cortical neurons (Lonza, Walkersville, MD, United States), astrocytes (Lonza), and oligodendrocyte precursor cells (ScienCell, Carlsbad, CA, United States) were prepared as previously described (Enright et al., 2020). Briefly, 6-well Multi-channel system MEA devices (Multichannel Systems, Reutlingen, Germany) or wells in a 96-flat bottom-well plate (Corning) were coated with 0.1 mg/ml poly-D-lysine (Millipore-Sigma) and washed with sterile DI water (4X). Cells were seeded at a density of 3,031 cells/mm^2^ on devices and plates with a seeding percentage of 79% neurons, 16% astrocytes and 5% oligodendrocyte precursor cells, based on previous reports of the brain cells’ ratio during postnatal periods (Bandeira et al., 2009; Clarke and Barres, 2013) and our previous work (Enright et al., 2020). Cultures were maintained in PNGM™ Primary neuron growth medium bulletkit™ (Lonza) in a humidified incubator (37°C, 5% CO_2_). For MEA devices, custom device caps, made from polytetrafluoroethylene (PTFE) housing and a fluorinated ethylene-propylene (FEP) membrane (ALA Scientific, Farmingdale, NY), were used to maintain sterility and to allow for gas exchange. Cultures were fed every 3–4 days with 50% media exchange.

### Chemicals

Concentrated stock of Fentanyl (150 μM, Henry Schein, Melville, NY, United States) was prepared in sterile saline, before diluted with culture media to a 0.15 μM working stock solution for a final concentration of 0.02 μM, or directly diluted to a concentration of 20 μM. At 24 days *in vitro* (DIV), a 50% media exchange for primary cultures was conducted to which the final concentration of fentanyl in the culture well was 0.01 or 10 μM. For the untreated condition, neuron media was added to cultures for the 0 μM treatment condition. Two days after the initial fentanyl exposure, another 50% media exchange was conducted once more with fentanyl or media for the respective treatment conditions. Cultures were exposed to fentanyl for a period of 4 days.

### Electrophysiology recording and data processing

The 6-well format MEA device was placed within a 5% CO_2_-regulated chamber on the heated stage (37°C) of the 256-channel MEA2100 recording system (Multichannel Systems). Recordings started after a 5-minute equilibration time with an action potential spike defined by a lower limit threshold, set at 6.5x the standard deviation of baseline noise, for each electrode. Devices were recorded for 30 min at a sampling frequency of 10 kHz and bandpass filtered between 4 and 4,000 Hz, as before (Novellino et al., 2011; Soscia et al., 2017; Pastore et al., 2018; Lam et al., 2019; Enright et al., 2020; Soscia et al., 2020). Devices were recorded for 30 min twice a week from 7 DIV and onwards to monitor neural and network activity. We have previously shown that neural activity from this complex culture becomes stabilized by 21–32 DIV (Enright et al., 2020). Thus, cultures at 24–26 DIV were exposed to fentanyl and recordings conducted within the first hour of exposure (i.e., 2 × 30 min recordings), and 24, 48, 72, and 96 h after exposure.

### Data analysis, synchrony and network analysis

Time stamped data from each recording was exported as a hdf5 file and analyzed using an in-house custom R package, as in previous studies (Lam et al., 2019; Enright et al., 2020). Data was filtered to remove silent electrodes (<10 spikes) and to classify bursts based on a previously defined burst parameter (Soscia et al., 2017; Lam et al., 2019; Enright et al., 2020; Soscia et al., 2020), and includes: maximum beginning interspike interval (ISI) of 0.1 s, maximum end ISI of 0.2 s, minimum interburst interval (IBI) of 0.5 s, minimum burst duration of 0.05 s, and minimum number of spikes per burst of 6. Feature analyses for spikes and bursts were calculated based on previous work (Charlesworth et al., 2015), and include: firing rate, interspike interval (ISI), burst per minute, burst duration, percentage of spikes within bursts, and interburst interval (IBI). Statistical analysis of spiking and bursting features was determined by calculating the weighted mean and standard deviation over all active electrodes in each array. For fentanyl exposure experiments, the weighted mean and standard deviation (for a specific feature) prior to fentanyl exposure (e.g., baseline) was calculated. Then, the weighted mean for each time point during the sub-chronic fentanyl exposure was calculated and expressed as a fold change relative to baseline activity. Pairwise synchrony between electrodes was calculated as previously described (Lam et al., 2019; Cadena et al., 2020), using SPIKE distance (Kreuz et al., 2013). SPIKE-distance measures the dissimilarity between two spike trains as the average of the *instantaneous* dissimilarity between the two spike trains at different points of the recording. This measure has been previously used for quantifying synchrony in cultured hippocampal neurons (Zapata-Fonseca et al., 2016), understanding social cognition (Eisenman et al., 2015), and to estimate synaptic weights for training robot locomotion (Espinal et al., 2016). As in previous studies (Eisenman et al., 2015; Lam et al., 2019; Enright et al., 2020), spike train distances were subtracted from 1 to obtain a similarity or synchrony measure, such that a value of 1 represents perfect synchrony and a value of 0 denotes complete asynchrony. Additionally, values were normalized by the SPIKE-distance obtained on randomly generated spike trains to compensate for the documented bias of SPIKE distance to assign higher synchrony values to denser spike trains (Sihn and Kim, 2019). Electrodes were separated into communities using the Louvain algorithm for modularity maximization (Blondel et al., 2008). Modularity maximization aims to maximize connectivity strength within communities and minimize connectivity strength between distinct communities. Modularity maximization is used in various applications ranging from identifying excitatory cortical subnetworks (Lee et al., 2016) to detecting communities in social and shopping networks.

### Viability assay

CyQuant™ Lactate Dehydrogenase (LDH) assay (Thermo Fisher Scientific) was performed on the fourth day of exposure to fentanyl, as per vendor’s instructions. Briefly, the supernatant was collected from untreated (0 μM) or fentanyl treated (0.01 or 10 μM) cultures and processed in 96-well plate format, per kit instructions. Absorbances were read at 490 and 680 nm on the Synergy H1 multi-mode microplate reader (BioTek), and absorbance data for the fentanyl treatment normalized to the untreated condition.

### Immunocytochemistry

Primary cultures on the 96-well plate format were fixed with 4% paraformaldehyde (30 min), washed in PBS (5 min, 3X), permeabilized with 0.2% Triton-X100, and then blocked with 10% goat serum in PBS (1 h). Cultures were washed with PBS (3X) before labeling with primary antibodies, prepared in PBS with 3% goat serum, for anti-class III beta-tubulin for neurons (Tuj1, chicken, 1:200, Neuromics, Edina, MN), and anti-Glial fibrillary acidic protein for astrocytes (GFAP, rabbit, 1:500, Sigma-Millipore) and anti-Oligodendrocyte transcription factor for Oligodendrocyte-lineage cells (Olig2, mouse, 1:500, Sigma-Millipore). After primary antibody incubation (4°C, overnight), cells were washed in PBS (3X) and incubated with secondary antibodies prepared in PBS with 3% goat serum (2 h at 30°C). Secondary antibodies (1:200) included: goat anti-mouse linked to Alexa Fluor (AF) 488, goat anti-chicken linked to Alexa Fluor 647 and goat anti-rabbit linked to Alexa Fluor 594 (Life Technologies, Eugene, OR, United States). After secondary antibody incubation, cells were washed with PBS (4X), and incubated with the nuclear stain, DAPI (1:3000, 10 min, ThermoFisher). Imaging of the stained wells at 10X magnification was conducted on the ImageXpress Confocal High-Content Imaging System, (Molecular devices, San Jose, CA, United States), acquiring 6 fields of view.

### Bulk RNA-sequencing, data processing, and analyses

Primary cultures treated and untreated with fentanyl for 4 days were lysed with RLT buffer containing β-mercaptoethanol, and the supernatant collected. Total RNA was extracted and purified from the collected supernatant using the RNAeasy mini spin columns (Qiagen). Sequencing libraries were prepared using Illumina TruSeq RNA Library Preparation Kit v2 (Illumina, San Diego, CA, United States) and sequenced using an Illumina NextSeq 500. Sequencing data quality was checked using FastQC software (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Reads were mapped to the rat genome (rn6) using STAR (version 2.6) and read counts per gene were determined using “featureCounts” from Rsubread package (Liao et al., 2014). RUVseq was then used to identify and remove factors of unwanted variation (Risso et al., 2014). Differentially expressed genes were identified using edgeR, controlling for factors of unwanted variation (Robinson et al., 2010). A gene was significantly differentially expressed when its false discovery rate adjusted *p*-value was <0.05 and log2 fold change was >0.5. Gene ontology (GO) and pathway enrichment analysis was performed using ToppGene (Chen et al., 2009) and Enrichr (Kuleshov et al., 2016). Heatmaps were generated using heatmap.2 function in “gplots” R package. Volcano plots were generated using Galaxy Europe (https://usegalaxy.eu/). CIBERSORT, a tool for estimating cell composition of complex tissues from their bulk gene expression profiles, was used to determine the proportion of individual cell types from bulk RNAseq data (Chen et al., 2018). Gene expression signatures from purified populations of neurons, astrocytes, oligodendrocyte precursor cells, newly formed oligodendrocytes, myelinating oligodendrocytes, microglia, and endothelial cells from mouse (Zhang et al., 2014) were used to generate a “signature matrix” which was then used for deconvolution of cell types with CIBERSORT.

### Statistics

Quantified data are expressed as mean ± SEM for the number of replicates indicated. For electrophysiology and LDH data, the statistical significance was analyzed in GraphPad version 9 (GraphPad Software, San Diego, CA, United States) using one-way or mixed model two-way ANOVA followed by Tukey’s post-hoc analysis.

## Results

### Dose-dependent effect on neural network activity during sub-chronic exposure to fentanyl

Complex neuron-glial cultures, with defined seeding percentages of neurons (79%), astrocytes (16%), and oligodendrocyte precursor cells (OPCs, 5%) were selected at random and dosed with either the low or high concentration of fentanyl (e.g., 0, 0.01 and 10 μM) at 24–26 days *in vitro* (DIV) (Figure 1A, baseline). These time points were chosen based on prior work using the BOC technology, where we found neural networks to be mature, displaying both spiking and bursting activity and showing synchronicity between electrodes (Enright et al., 2020). Wells on the BOC were recorded for 30 min within the first hour following dosing (e.g., 30 and 60 min), and daily for a total of 4 days (e.g., 24, 48, 72, 96 h) of exposure. Representative raster plots (Figure 1A) display a dose-dependent effect on spiking and bursting activity within the first hour of exposure, wherein coordinated bursting activity was less apparent with the low dose, 0.01 μM of fentanyl, compared to untreated (e.g., 0 μM) cultures, but a substantial decrease in the number of spiking and bursting activity was observed at the high dose of 10 μM. Daily recordings of the same wells suggested that spiking and bursting activity returned to baseline levels with the low dose treatment condition (Figure 1A; Supplementary Figure S1), while at the high dose of fentanyl it showed reduced levels of spiking and bursting activity that persisted across all time points examined.

**FIGURE 1:**
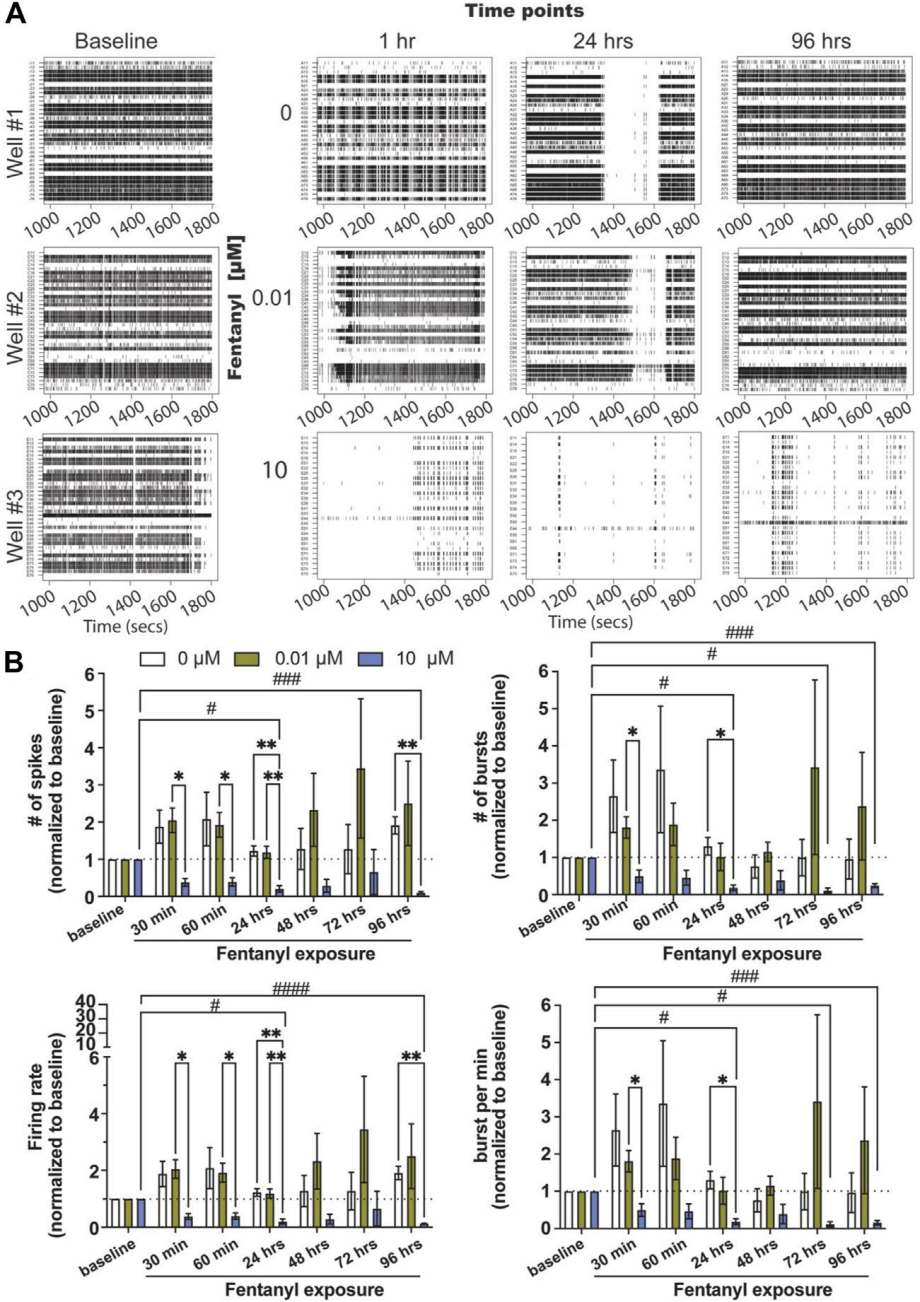
Neural and network activity from complex cultures before and during sub-chronic fentanyl exposure. **(A)** Representative 1800 ms raster plots showing spiking and bursting activity for each electrode (row) before (e.g., baseline) and at 1, 24, and 96 h of exposure to fentanyl at 0, 0.01, and 10 μM. **(B)** Bar graph summarizes the features of spiking (e.g., number of spikes and firing rate, left column) and bursting (number of bursts and burst per minute, right column) before and during sub-chronic fentanyl exposure (*n* = 5–7 wells/treatment condition). Data is normalized to treatment-condition at baseline (dotted line at 1), shown as mean ± SEM, and was analyzed using repeated measures two-way ANOVA with Tukey’s post hoc test. Statistical significances are observed when comparing across treatment conditions (*) and across time points (#) at a level of #*p* < 0.05, ##*p* < 0.01, ###*p* < 0.001, and ####*p* < 0.0001 for the number of symbols indicated.

Features of spiking (Figure 1B, left column) and bursting activity (Figure 1B, right column) across treatment conditions and time points were quantified, and normalized to baseline activity for each treatment-matched well (=1, dotted line). Normalization to baseline was required as the degree of activity varied from well to well (baseline, Figure 1A). For spiking activity, we did not observe statistical significance differences between the low dose condition across time points or when compared to the untreated condition (*n* = 5–7 wells/treatment condition) for the number of spikes, firing rate, and interspike interval (Supplementary Figure S2A). However, the high dose condition had shown a significant decrease in most features of spiking activity (but not interspike interval, Supplementary Figure S2A) as early as 30 min, and persisted at 24 and 96 h when compared to untreated or the low dose condition. A similar effect was observed with bursting activity for the low and high doses of fentanyl. For the low dose of fentanyl, no statistically significant differences were observed when compared to untreated condition or across time points for the number of bursts and bursts per minute (Figure 1B), burst duration (Supplementary Figure S2B) and interburst interval (Supplementary Figure S2B). However, for the high dose of fentanyl, a statistically significant decrease in activity, below baseline level of activity, was observed when compared to the untreated condition and the low dose or across time, as early as 30 min, and persisted at 24, 72, and 96 h for the number of bursts and burst per minute. For burst duration, a significant decrease was observed only at the 96 h time point, and no effect was observed for the interburst interval (Supplementary Figure S2B).

To quantify the degree of synchrony for each network or the connectivity between a pair of electrodes, we used the SPIKE-distance approach (Kreuz et al., 2013; Eisenman et al., 2015; Cadena et al., 2020; Enright et al., 2020), which computes a SPIKE-distance between every pair of active electrodes for each BOC device, where synchrony values close to 1 denote high degree of synchrony, and values close to 0 denote asynchrony. We examined the distribution of synchrony scores across all networks (or links) detected from the cultures treated with and without fentanyl (pooled from *n* = 5–7 cultures per treatment condition, Figure 2A). We found that prior to treatment, synchronized networks display a bimodal distribution, containing a population of networks that cluster around synchrony values of ∼0.3–0.5 and ∼0.9–1.0. Within an hour of treatment, we observed a shift in the distribution of synchrony values to a unimodal distribution. Especially, networks from 0 to 0.01 μM treated cultures showed a leftward shift favoring the low synchrony values (∼0.3–0.5). Meanwhile, networks from the 10 μM treated cultures showed a rightward shift, favoring high synchrony values (∼0.9–1.0). This behavior was also observed at 24 h. However, at 96 h, the 0.01 μM treated cultures reverted to the bimodal distribution. When we examined the average synchrony value from all networks in a device for each treatment condition across time points, at a device level (Figure 2B), statistical significance was only observed at the 1-hour time point, in which the high dose condition had shown a greater average synchrony value compared to the untreated condition. Thus, it appears that by 96 h of exposure to fentanyl, the synchronization of networks returns to levels similar to baseline, and was not significantly different to untreated cultures, as shown in the representative BOC device with inactive (white) and active electrodes (color) and the functional links (or networks, black lines) detected (Figure 2C).

**FIGURE 2:**
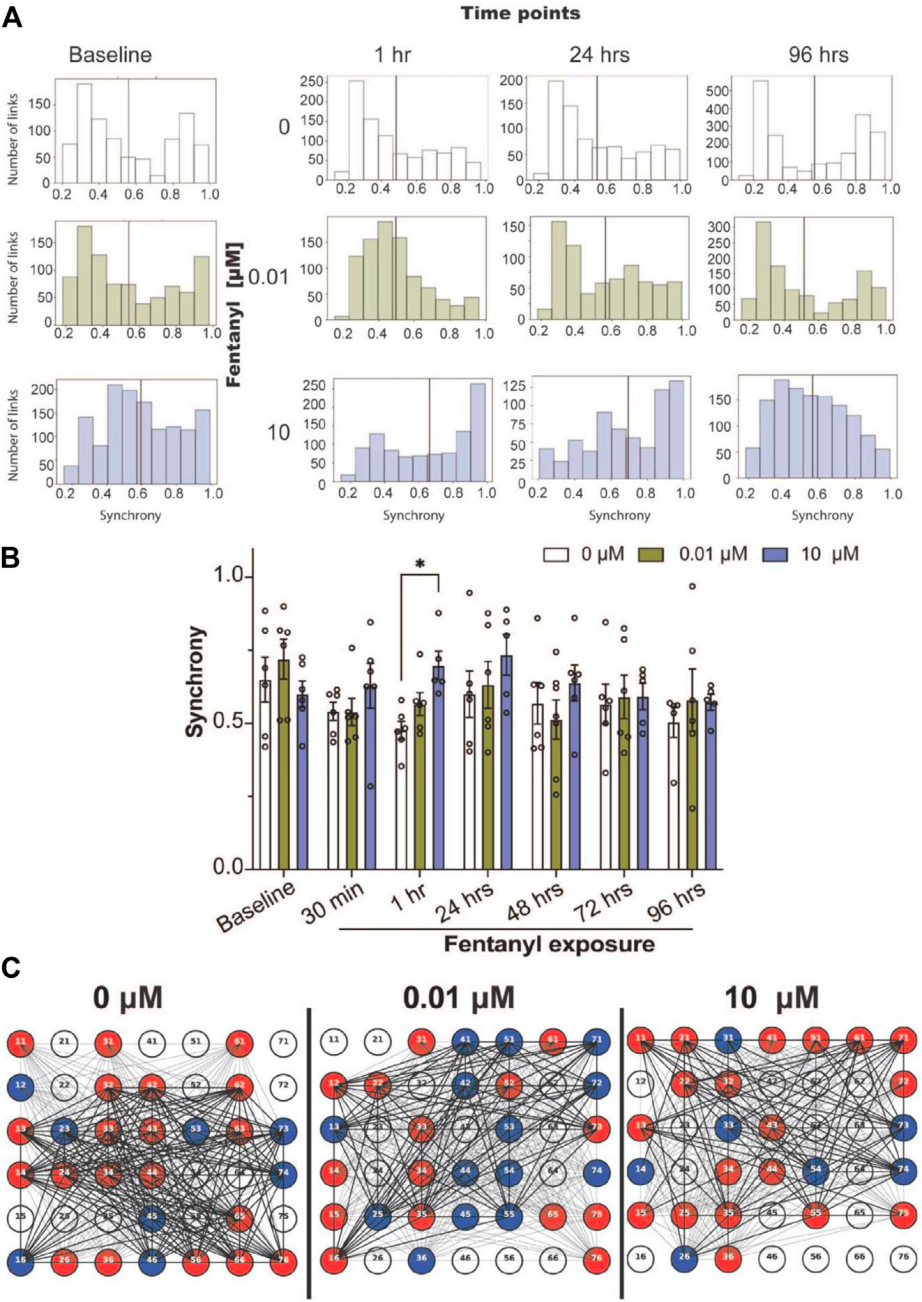
Synchrony and community analysis of neural network activity before and during sub-chronic fentanyl exposure. **(A)** Histogram summarizes the distribution of the degrees of synchronized networks detected from all networks (or links) pooled from BOC devices in the untreated- (e.g., 0 μM) or fentanyl-treated (e.g., 0.01 and 10 μM) conditions (*n* = 5–7 wells/treatment condition), shown at specific time points over the course of 4 days. Black line indicates the mean synchrony value of all detected networks within the treatment condition. **(B)** Bar graph summarizes the average synchrony value from each well within the BOC device across the 7 time points. **(C)** Representative well on the BOC device for complex cultures at the 96 h time point that were untreated or treated with 0.01 or 10 μM of fentanyl. Electrodes are numbered and are shown as inactive (white), or active and part of a community (color). Networks with a synchrony value >0.7 is shown with a thick black line and values <0.7 are shown as a thin black line. Data is shown as mean ± SEM for the number of wells in each treatment condition (*n* = 5–7 wells) and was analyzed using the mixed-model two-way ANOVA with Tukey’s post hoc test. Statistical significance was observed between treatment condition at a level of *p < 0.05.

### Dose-dependent effect on cell viability

Following 4 days of fentanyl exposure, we observed no drastic changes in the complex cell population, using immunocytochemistry to identify neurons (e.g., Tuj1-positive cells), astrocyte (e.g., GFAP-positive cells), and oligodendrocyte-lineage cells, including immature oligodendrocyte precursor cells and mature myelin-producing oligodendrocytes (e.g., Olig2-positive cells) (Pepper et al., 2018) population (Figure 3A). To evaluate whether the observed changes in activity were attributed to neuronal health, we examined cell viability by quantifying LDH released from cultures after 96 h of fentanyl exposure (Figure 3B). LDH is a cytoplasmic enzyme that is released from cells with compromised membrane integrity, a feature of cells undergoing cell death (e.g., apoptosis, necrosis). We determine that only the cultures treated with the low dose of fentanyl displayed a significant (1.15-fold) increase in LDH levels, relative to the untreated controls. This trend was also observed when taking the cell count of DAPI-positive cells from immunocytochemistry data (Figure 3A) wherein a significant (*p* < 0.05) increase in the number of DAPI positive cells (mean ± SEM cells per field of view) within the low dose condition (2168 ± 69 cells) compared to the untreated (1549 ± 97 cells) and high dose (1840 ± 143) conditions (*n* = 3 wells/treatment conditions). Also, when we estimated the abundance of each cell type within the complex cell culture condition using CIBERSORT, an analytical tool to extrapolate the abundance of each cell type within a mixed cell population based on bulk RNA sequencing data (Figure 3C), no statistically significant differences were observed across treatment conditions for the estimated percentage of the neuron, astrocyte, OPC, and oligodendrocyte population (*n* = 4 cultures/treatment condition), suggesting that fentanyl exposure is not selectively toxic to neurons or any specific glial cell population. Thus, while LDH levels had risen in only the low dose condition, it may be likely attributed to compromised membrane integrity without affecting cell viability.

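RNA was sequenced from 12 complex cultures of rat neurons, astrocytes and oligodendrocyte precursor cells after 4 days of exposure. There were 4 cultures in each of 3 conditions, which were untreated, 0.01 μM fentanyl (low dose) and 10 μM fentanyl (high dose). Each culture carries a letter, with A, G, M and P for untreated, B, H, N and Q for the low dose, and C, I, O and R for the high dose. The authors aligned the reads to the rat genome build rn6, counted them per gene with featureCounts and deposited these counts before any normalization or removal of unwanted variation. The table lists 17337 genes by symbol, of which 2226 had no count in any culture. The total count per culture ranged from 12059872 to 17023909 in the untreated condition, from 12907388 to 16512387 in the low dose condition and from 15102785 to 24813893 in the high dose condition. Counts were scaled by the TMM method of edgeR, and 12271 genes were kept by its filterByExpr function. The paper's text names RUVseq but neither its procedure nor the number of factors, so 1 factor of unwanted variation was estimated by the RUVs procedure from the replicate cultures of each condition. All 12 cultures were fitted in one model, and each of the 3 comparisons was tested with the quasi-likelihood test of edgeR with Benjamini-Hochberg adjustment over all genes tested. Cultures with consecutive letters (A-B-C, G-H-I, M-N-O and P-Q-R) resembled each other more than cultures of one dose did. With culture G left out, the correlation across genes of the cultures' deviations from their dose means averaged 0.78 in the 10 pairs with consecutive letters, where genes are not independent replicates. The median Spearman correlation was 0.991 in these pairs and 0.980 in pairs of one dose. Without G, the letter sets held 81.4% of the variance between cultures and the doses 8.33%. Neither the labels nor the paper's text says what the letters stand for, so differences within these sets are given beside the pooled ones and were not used as a stated pairing.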

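The cell types were compared by marker genes in place of CIBERSORT, whose signature is not part of the data used. The marker score of a culture was the mean of log2(CPM + 1) over the markers of a cell type, where CPM are the counts scaled by library size and TMM. For neurons (14 markers) it was 6.88 ± 1.95 (SD, n = 4) in untreated, 7.74 ± 0.23 in low dose and 7.95 ± 0.19 in high dose cultures. Astrocytes (11 markers) had scores of 7.84 ± 0.42, 7.68 ± 0.56 and 7.42 ± 0.56 in the same order, OPCs (9 markers) 6.71 ± 1.00, 6.53 ± 0.73 and 6.73 ± 0.70, and oligodendrocytes (12 markers) 7.14 ± 1.36, 7.45 ± 1.09 and 7.44 ± 1.07. The smallest p over these 4 cell types and the 3 comparisons was 0.171 (exact two-sided permutation test, where 0.0286 is the smallest p possible), for neurons in high dose vs. low dose cultures, with a difference of 0.22. Adjusted over 7 cell types and 3 comparisons, the exact permutation p was 0.988 or higher throughout. In the letter sets, the neuron score at the high dose lay above that at the low dose by 0.06 in A-B-C, 0.22 in G-H-I, 0.31 in M-N-O and 0.27 in P-Q-R. The OPC score was also higher in each set, by 0.19, 0.26, 0.27 and 0.08. Astrocytes differed by 0.04, -0.28, -0.37 and -0.39, and oligodendrocytes by -0.25, -0.27, 0.74 and -0.25. The large spread of the untreated neuron score came from culture G, whose score was 3.98 against 7.42 to 8.14 in the other 11 cultures. Rbfox3, a neuronal gene, had 20 counts in G and 714 to 2019 counts in each of the other cultures. Leaving G out moved the neuron score more than any other alternative, from 0.86 to -0.10 for low dose vs. untreated. From the absence of significant differences in its estimates (Figure 3C), the paper proposes that fentanyl exposure was not selectively toxic to neurons or to a glial population.

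**Figure D1:**
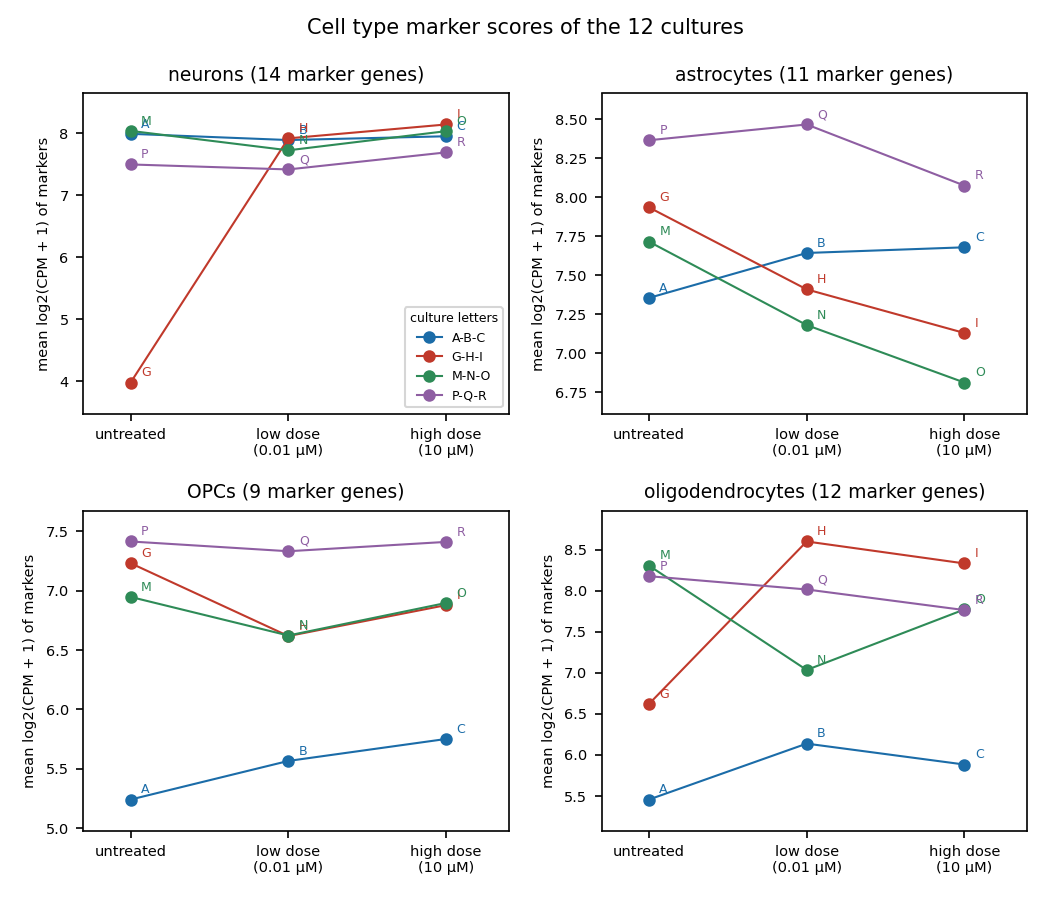
Marker scores, as mean log2(CPM + 1), of neurons, astrocytes, OPCs and oligodendrocytes in each of the 12 cultures by dose. Points are cultures, marked by letter, and lines join consecutive letters. Untreated culture G has a neuron score of 3.98, and the other cultures lie between 7.42 and 8.14.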

**FIGURE 3:**
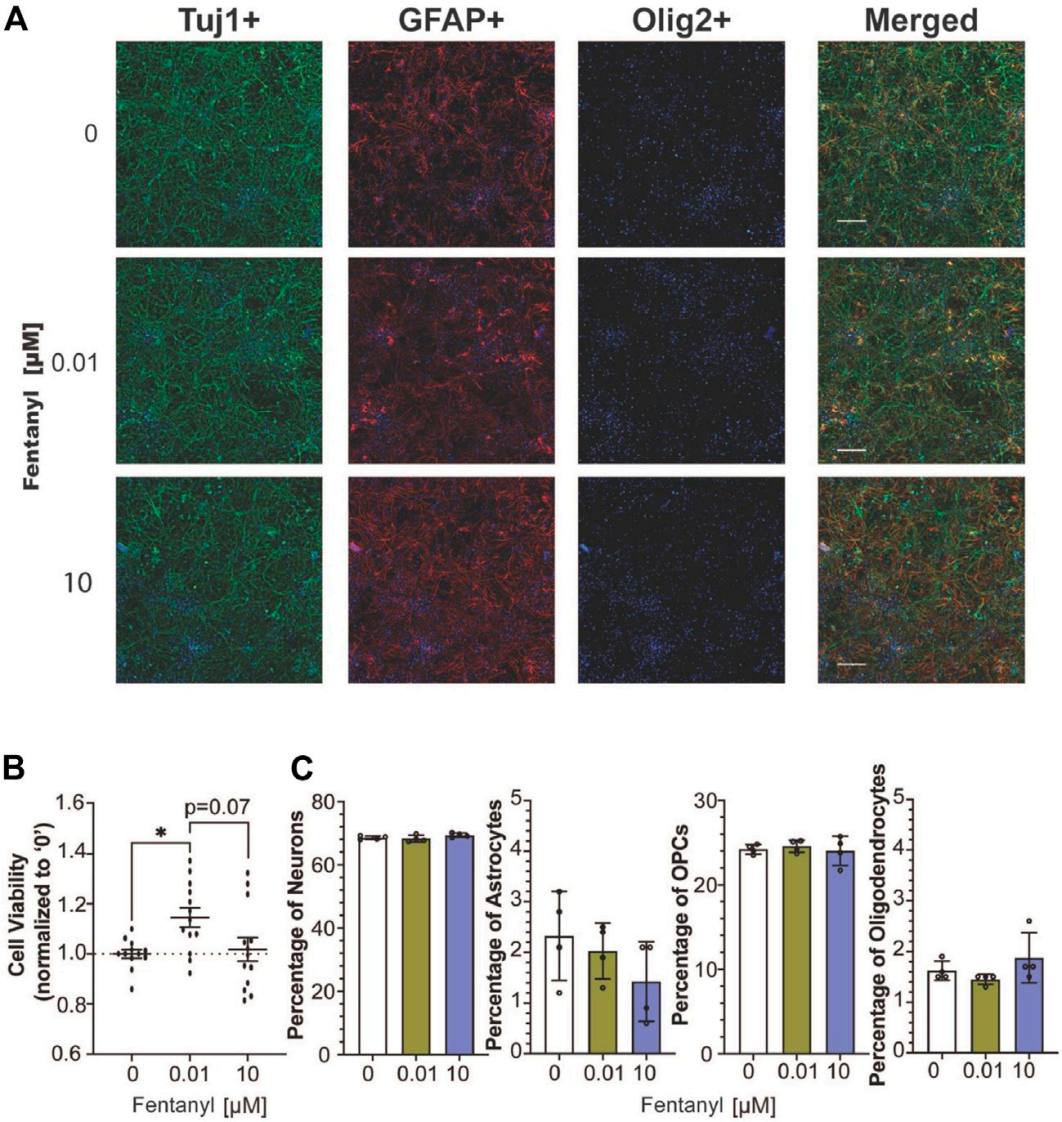
Cell viability of complex culture containing neurons, astrocytes, and oligodendrocyte precursor cells after 96 h of exposure to fentanyl. **(A)** Representative images of Tuj1-, GFAP-, Olig2- stained cells co-stained with the nuclear marker, DAPI (blue), and merged image of all three cellular markers. **(B)** Scatter plot summarizes the amount of LDH released in the supernatant of fentanyl-treated cultures (*n* = 4 biological replicates with 3 technical replicates) normalized to the untreated (control) condition (e.g., 0 μM, dotted line). **(C)** Bar graph summarizes the estimated percentage of neurons, astrocytes, OPCs, and oligodendrocytes in the complex culture nuclear count (*n* = 4 biological replicates). Data is shown as mean ± SEM and was analyzed using one-way ANOVA with Tukey’s post hoc test. Statistical significances are observed at a level of *p < 0.05.

### Dose-specific changes in gene expression follow sub-chronic fentanyl exposure

Differential gene expression (DEG) analysis identified 87 genes differentially expressed between low dose vs. untreated, 318 genes between high dose vs. untreated and 352 genes between high vs. low dose (DEGs; abs (log_2_FC) > 0.5 and FDR < 0.05) (Figure 4A). 

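At an adjusted p under 0.05 and a log2 fold change above 0.5 in either direction, 0 of 12271 genes were DEGs in low dose vs. untreated, 0 in high dose vs. untreated and 0 in high dose vs. low dose, and the smallest adjusted p was 1.00 in each comparison (edgeR). An unadjusted p under 0.05 was reached by 91 genes in low dose vs. untreated (67 up, 24 down), 146 in high dose vs. untreated (113 up, 33 down) and 144 in high dose vs. low dose (71 up, 73 down), where chance alone gives 614. Counts this far below chance mean that the p-values of this model were larger than chance alone gives. The model holds no term for the letter sets and keeps untreated culture G. The count of 0 DEGs thus does not show that no gene changed. The common dispersion between replicate cultures was 0.106. The gene with the smallest p in high dose vs. untreated was C3. The counts in the 2 comparisons with untreated cultures moved most with 4 factors estimated by the RUVr procedure and the likelihood ratio test of edgeR, an alternative chosen after the data were seen, which called 1083, 1224 and 251 genes. With 4 RUVs factors in place of 1, also chosen after the data were seen, 0, 39 and 113 genes were called. With a replicate block for the letter sets in place of the factor, 0 genes were called in each comparison, and 303, 374 and 363 had an unadjusted p under 0.05. The same block without untreated culture G, chosen after the data were seen, called 0, 15 and 14 genes, and with the likelihood ratio test 9, 145 and 167.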

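Ontology terms are not part of the data used, and 11 hand-written gene families were compared instead by the camera test of limma with an inter-gene correlation of 0.01. The value of a family is the mean log2 fold change of its genes, and p was adjusted over the 11 families and 3 comparisons. In low dose vs. untreated, the mean log2 fold change was 0.04 for 40 genes of glycosaminoglycan synthesis (adjusted p = 0.805, limma), 0.55 for 24 collagens (adjusted p = 0.105) and 0.13 for 35 matrix proteases and crosslinkers (adjusted p = 0.996). The 26 glutamate receptor genes, which take part in chemical synaptic transmission, had a mean of 0.10 (adjusted p = 0.619). None of these 4 shifts passed the threshold. Within the letter sets, the mean log2(CPM + 1) of the collagens was higher at the low dose by 0.18 in A-B-C, 1.14 in M-N-O and 0.23 in P-Q-R, and fell by 2.26 in G-H-I, whose untreated culture G has few neuron transcripts. The glutamate receptors rose by 0.05 in A-B-C and 1.40 in G-H-I, and fell by 0.14 in M-N-O and 0.21 in P-Q-R. Glycosaminoglycan synthesis differed by 0.04, -0.12, 0.14 and 0.02 in A-B-C, G-H-I, M-N-O and P-Q-R. Without any factor of unwanted variation the mean reversed to -0.22 for the collagens and to -0.53 for the matrix proteases and crosslinkers. The collagens had a mean of 0.93 without untreated G and -0.26 without low dose N, with an adjusted p between 0.000274 and 0.604 over the 25 alternatives. Without untreated G, the mean of the glutamate receptors was -0.08.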

Ontology enrichment analysis of DEGs identified biological processes associated with the extracellular matrix, specifically glycosaminoglycan biosynthetic processes and extracellular matrix organization as uniquely enriched in the low dose of fentanyl cultures compared to the untreated condition (Figure 4B), while genes involved with chemical synaptic transmission were downregulated (Figure 4C). 

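In high dose vs. untreated, 20 chemokine genes had a mean log2 fold change of 1.37 (adjusted p = 4.02e-10, limma), 21 complement genes 0.64 (adjusted p = 0.000325) and 38 interferon-stimulated genes 0.55 (adjusted p = 0.00319). The 11 chemokines that the paper does not name had a mean of 1.14. Without any factor of unwanted variation the chemokine mean reversed to -0.33, and over the 25 alternatives its adjusted p ranged from 3.34e-12 to 0.204. Within the letter sets, the mean log2(CPM + 1) of the chemokines rose by 0.37 in A-B-C, 1.38 in M-N-O and 0.58 in P-Q-R and fell by 1.19 in G-H-I, which holds untreated culture G. The complement genes differed by 0.57, -0.22, 0.69 and 0.36 in A-B-C, G-H-I, M-N-O and P-Q-R, and the interferon-stimulated genes by 0.85, 0.11, 0.56 and -0.06. Without a model, the difference in the chemokine mean between the 4 high dose and 4 untreated cultures was 0.28 (exact two-sided permutation p = 0.657). That test ignores the letter sets, and untreated G had a mean of 4.36 against 1.95 to 2.39 in the other untreated cultures. It thus cannot decide whether the chemokines shifted. The interferon-stimulated genes had a mean log2 fold change of -0.17 without high dose C and 1.34 without untreated A. Cultures A, B and C were each the highest of their dose for this family, so leaving out 1 of them unbalances the letter sets. With the block by letter sets the mean was 0.40. The 8 cultures of this comparison can be split into 2 groups of 4 in 35 ways. A camera p as small came from 25 of these splits for the interferon-stimulated genes. It came from 3 for the complement genes and 1, the real one, for the chemokines.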

DEGs upregulated in the high dose of fentanyl cultures compared to the untreated condition were associated with receptor-ligand activity and downstream intracellular signal transduction, processes involved in transcription and translation processes (e.g., regulation of gene expression, metabolic processes) and inflammation (e.g., innate immune response, cytokine-mediated signaling pathway, proliferation, and migration). Biological processes associated with downregulated DEGs in the high dose versus untreated condition also included receptor-ligand activity (e.g., G-protein coupled peptide receptor activity) and downstream intracellular signal transduction (e.g., protein phosphorylation, regulation of metabolic processes,) and several cellular functions (e.g., cell motility, extracellular matrix organization axon guidance, nervous system development, response to growth factor stimulus, chemical synaptic transmission). 

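In high dose vs. untreated, the 24 collagens had a mean log2 fold change of -0.29 (adjusted p = 0.0480, limma), and 35 matrix proteases and crosslinkers had a mean of -0.15 (adjusted p = 0.0991). The 26 neuropeptide genes, which encode ligands of G-protein coupled peptide receptors, had a mean of -0.24 (adjusted p = 0.0592), and the 26 glutamate receptors a mean of 0.23 (adjusted p = 0.00170). The collagens differed within the letter sets by 0.23 in A-B-C, -2.36 in G-H-I, -0.09 in M-N-O and 0.02 in P-Q-R, and the neuropeptides by -0.39, 0.47, -0.07 and -0.30. The glutamate receptors differed by 0.03, 1.70, 0.02 and -0.04 in the same order. Without untreated culture G, the collagens had a mean of -0.12 (adjusted p = 0.460) and the glutamate receptors a mean of 0.08 (adjusted p = 0.273), and neither passed the threshold. Over the 25 alternatives, the adjusted p ranged from 0.000595 to 0.853 for the collagens and from 8.79e-05 to 0.857 for the glutamate receptors.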

Ontology enrichment analysis revealed that there were unique biological processes specific to the high dose condition and low dose condition. 

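With 0 DEGs at either dose, 0 genes were called at both doses, which says nothing on a difference between the doses. Of the 11 gene families, 4 passed the threshold in low dose vs. untreated and 7 in high dose vs. untreated. As many passed in 22 and 4 of the 35 splits of the cultures, the real one included. The median of the other splits was 4 and 3.5 families, so passing the threshold is not in itself evidence of a dose effect. Chemokines, complement genes and GABA-A receptors passed at both doses. The mean log2(CPM + 1) of the GABA-A receptors differed at the low dose by 0.16 in A-B-C, 2.67 in G-H-I, -0.11 in M-N-O and -0.08 in P-Q-R. At the high dose it differed by 0.04, 2.93, -0.03 and -0.13 in the same order. Only G-H-I, whose untreated culture G has few neuron transcripts, showed a large rise. The mean log2 fold change at the low dose was 0.71 for the chemokines (adjusted p = 0.0244, limma) and 0.45 for the complement genes (adjusted p = 0.0253). At the low dose, passing the threshold depended on the setting for both, while the complement genes kept their direction in all 25 alternatives (0.02 to 0.63). The chemokine mean reversed to -0.89 without any factor and to -0.44 with the block by letter sets, and the difference in the chemokine score without a model was -0.14 (exact two-sided permutation p = 0.886). Of the 25 alternatives, 13 called the chemokines, 14 the complement genes and 14 the GABA-A receptors at the low dose, and 10, 13 and 17 of the 35 splits of the cultures gave a p as small. Among the 8 splits that part every letter set, 4, 1 and 2 did, the real one included. The difference between the doses was tested directly in high dose vs. low dose, where 5 families passed, as many as in 10 of the 35 splits. The neuropeptides, higher at the low dose than in untreated cultures by a mean of 0.48 (adjusted p = 0.00117), were lower at the high dose than at the low dose by a mean of -0.72 (adjusted p = 1.55e-07). Within the letter sets this second difference was -0.42 in A-B-C, -0.55 in G-H-I, -0.49 in M-N-O and -0.53 in P-Q-R (exact two-sided permutation p of the pooled difference 0.0571). The chemokines were higher at the high dose than at the low dose by a mean of 0.66 (adjusted p = 1.21e-05), and by 0.15, 0.76, 0.31 and 0.47 within the sets. The interferon-stimulated genes were higher by 0.48 (adjusted p = 0.000158), with 0.52, 0.22, 0.66 and 0.11 within the sets, and their mean was 0.43 with the block by letter sets. With the reported model it reversed to -0.31 without high dose C, which unbalances the set A-B-C. In high dose vs. low dose, 17 of the 35 splits gave a p as small for the interferon-stimulated genes, 5 for the chemokines and 1, the real one, for the neuropeptides.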

We next examined genes belonging to selected biological processes, in particular we focused on upregulated genes associated with inflammatory responses, extracellular matrix and synaptic transmission (Figure 5A) and downregulated genes associated with the extracellular matrix and receptor-ligand activity (Figure 5B). For inflammation, high dose of fentanyl condition was enriched with genes involved with acute inflammatory response (e.g., *C3, Il1a, Lcn2, S100a8, Vcam1),* chemokine-mediated signaling (e.g., *Ccl2, Ccl20, Ccl7, Cxcl10, Cxcl11, Cxcl12, Cxcl13, Pf4*), phagocytosis (*C3, Ccl2, Fgr, Ptx3, Slc11a1, Tlr2*), negative regulation of viral process (e.g., *Bst2, Isg15, Mx1, Oasl, Ptx3*). 

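The count of C3 was 427 ± 186 CPM (SD, n = 4) in high dose and 240 ± 310 CPM in untreated cultures, where culture G had 702 CPM and the others 40.7 to 130.1 CPM. Its log2 fold change was 2.10 (SE 0.38, adjusted p = 1.00 from edgeR). Lcn2 was at 743 ± 455 CPM in high dose and 547 ± 898 CPM in untreated cultures, with a log2 fold change of 2.49 (SE 0.58). Ccl2 was at 54.9 ± 41.1 CPM in high dose and 110.7 ± 199 CPM in untreated cultures, of which G had 409 CPM and the others 5.96 to 14.6 CPM, and its log2 fold change was 1.72 (SE 0.42). For Vcam1 the values were 93.0 ± 20.9 and 113 ± 145 CPM, with a log2 fold change of 0.82 (SE 0.40), and for Isg15 20.3 ± 28.4 and 10.1 ± 10.3 CPM, with 0.79 (SE 1.21). The adjusted p of each was 1.00. Without any factor of unwanted variation the log2 fold change reversed to -1.01 for Ccl2 and to -0.28 for Vcam1, and without high dose culture C that of Isg15 reversed to -0.78. Of 26 alternatives, 4 called C3, 2 Vcam1, 2 Lcn2, 1 Ccl2 and 0 Isg15. Of these, 4 RUVs factors and the block by letter sets without untreated G were chosen after the data were seen. Both called C3 (adjusted p = 0.0122 and 0.0443, edgeR) and Vcam1 (0.00303 and 0.00491). Only 1 of these 2 called Lcn2 (0.0481), and only 1 called Ccl2 (0.0200). Within the letter sets, C3 differed by 1.48 in A-B-C, -0.51 in G-H-I, 2.33 in M-N-O and 2.92 in P-Q-R on the log2(CPM + 1) scale. Vcam1 was higher at the high dose than at the low dose in each set (0.77, 1.35, 0.87 and 0.89), and each high dose culture lay above each low dose culture (exact two-sided permutation p = 0.0286, the smallest possible). In this comparison Vcam1 was called with 4 RUVs factors (adjusted p = 0.00310, edgeR) and with the block without G (0.00710). Of the 39 genes in Figure 5Ai that could be tested, 38 had a log2 fold change above 0 in high dose vs. untreated, with a median of 0.92, and 14 had an unadjusted p under 0.05. They were higher at the high dose for 38 genes in A-B-C, 13 in G-H-I, 39 in M-N-O and 32 in P-Q-R, and 7 were higher in all 4 sets, where 5.22% of all genes tested were. The list was drawn by the authors from these cultures, so its direction is no independent test. Cxcl11 had too few counts to be tested, with at most 30 counts in a culture.

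**Figure D2:**
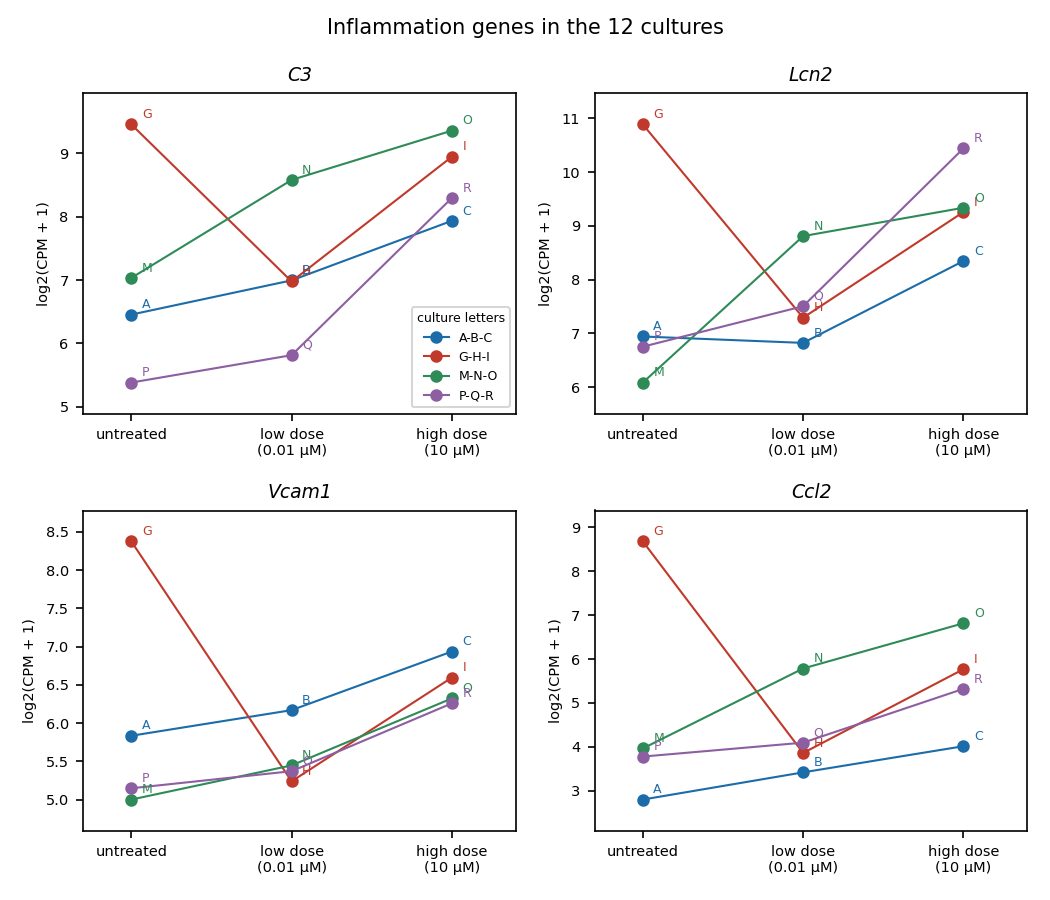
C3, Lcn2, Vcam1 and Ccl2 in each of the 12 cultures as log2(CPM + 1) by dose. Points are cultures, marked by letter, and lines join consecutive letters. Untreated culture G, at 702 CPM of C3 and 409 CPM of Ccl2, lies above the other untreated cultures in each of the 4 plots.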

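Transcripts of Grin2a were at 30.0 ± 22.5 CPM (SD, n = 4) in untreated, 26.9 ± 8.96 CPM in low dose and 42.3 ± 10.7 CPM in high dose cultures. For Grin2b the counts were 30.8 ± 21.2, 25.8 ± 10.9 and 40.7 ± 9.75 CPM in the same order, for Cacna1e 32.9 ± 23.0, 26.7 ± 10.7 and 41.5 ± 8.30 CPM, and for Slc8a2 116.8 ± 87.7, 121.5 ± 27.4 and 193 ± 21.7 CPM. Untreated culture G, with few neuron transcripts, had 0.71 CPM of Grin2a and 4.28 CPM of Slc8a2. In low dose vs. untreated the log2 fold change was 0.05 for Grin2a (SE 0.62), -0.16 for Grin2b (SE 0.45), -0.07 for Cacna1e (SE 0.59) and 0.15 for Slc8a2 (SE 0.50), each with an adjusted p of 1.00 (edgeR). Each of the 4 genes was lower at the low dose in A-B-C, M-N-O and P-Q-R and higher in G-H-I. Without untreated G the log2 fold change of Grin2a reversed to -0.56 and that of Slc8a2 to -0.37, and those of Grin2b and Cacna1e were -0.69 and -0.76. In high dose vs. low dose, Grin2a had a log2 fold change of 0.60 (SE 0.63, adjusted p = 1.00 from edgeR) and was higher in each letter set, by 0.27, 1.33, 0.44 and 0.57. There Grin2a was called with 4 RUVs factors (adjusted p = 0.0314, edgeR) and not with the block without G (0.127), both chosen after the data were seen. Of the 11 genes for synaptic transmission in Figure 5Aiii, chosen by the authors from these cultures, 7 had a log2 fold change under 0 in low dose vs. untreated. All 11 were higher at the high dose than at the low dose, 10 of them in all 4 letter sets, where 11.7% of all genes tested were.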

Genes for the ionotropic glutamate receptor (e.g., *Grin2a, Grin2b*) and those relevant to calcium ion transport (e.g., *Cacna1e* and *Slc8a2*) were enriched in the high dose and untreated conditions, but interestingly downregulated in the low dose condition. 

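Grm3 was at 6.72 ± 3.81 CPM (SD, n = 4) in untreated, 6.78 ± 1.53 CPM in low dose and 10.3 ± 2.18 CPM in high dose cultures. Its log2 fold change was 0.55 (SE 0.30, adjusted p = 1.00 from edgeR) in high dose vs. untreated and 0.64 (SE 0.30) in high dose vs. low dose, where it was higher in 3 of the 4 letter sets. Akap5 was at 36.8 ± 35.3, 34.8 ± 7.07 and 54.4 ± 14.1 CPM in the same order, with a log2 fold change in high dose vs. untreated of 0.63 (SE 0.65), higher in 3 of the 4 letter sets and lower in M-N-O. The adjusted p of Akap5 was also 1.00. Without untreated G, which had 20 counts of Akap5, the log2 fold change of Akap5 was 0.16.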

Interestingly, genes relevant to the metabotropic glutamatergic receptors and signaling pathways (e.g., *Grim1*, and *Grim3*, and *Akap5)* were upregulated in only the high dose condition and not low dose or untreated conditions. Lastly, several genes involved in the extracellular matrix were upregulated in low dose condition, specifically genes that have been previously associated with invasion and metastasis (e.g., C*ol3a1, Itga11, Mmp2*) and collagen fibril organization (e.g., *Col3a1, Loxl1, Col15a1*) (Figure 5A).

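Col3a1 was at 98.1 ± 188 CPM (SD, n = 4) in untreated and 60.6 ± 114.7 CPM in low dose cultures. Culture G held 380.5 CPM of the first and culture N 233 CPM of the second, while the other cultures ranged from 1.54 to 22.4 CPM. Its log2 fold change in low dose vs. untreated was 2.43 (SE 1.09, adjusted p = 1.00 from edgeR), and without low dose N it reversed to -0.02. Itga11 was at 4.10 ± 5.57 and 31.5 ± 55.5 CPM, of which N held 114.5 CPM, with a log2 fold change of 3.10 (SE 1.94) that reversed to -0.42 without N. The log2 fold change was 0.34 for Mmp2 (SE 0.87), 0.30 for Loxl1 (SE 0.40) and 0.68 for Col15a1 (SE 0.67), each with an adjusted p of 1.00. Without any factor of unwanted variation these 3 reversed to -0.88, -1.25 and -1.97, and G had more transcripts of each than any other culture. Mmp2 was higher at the low dose by 0.33 in A-B-C, 2.36 in M-N-O and 0.22 in P-Q-R and fell by 3.85 in G-H-I. All 7 genes in Figure 5Aii, chosen by the authors from these cultures, had a log2 fold change above 0 in low dose vs. untreated, with a median of 0.68. Of these 7 genes, 1 was higher at the low dose in G-H-I.

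**Figure D3:**
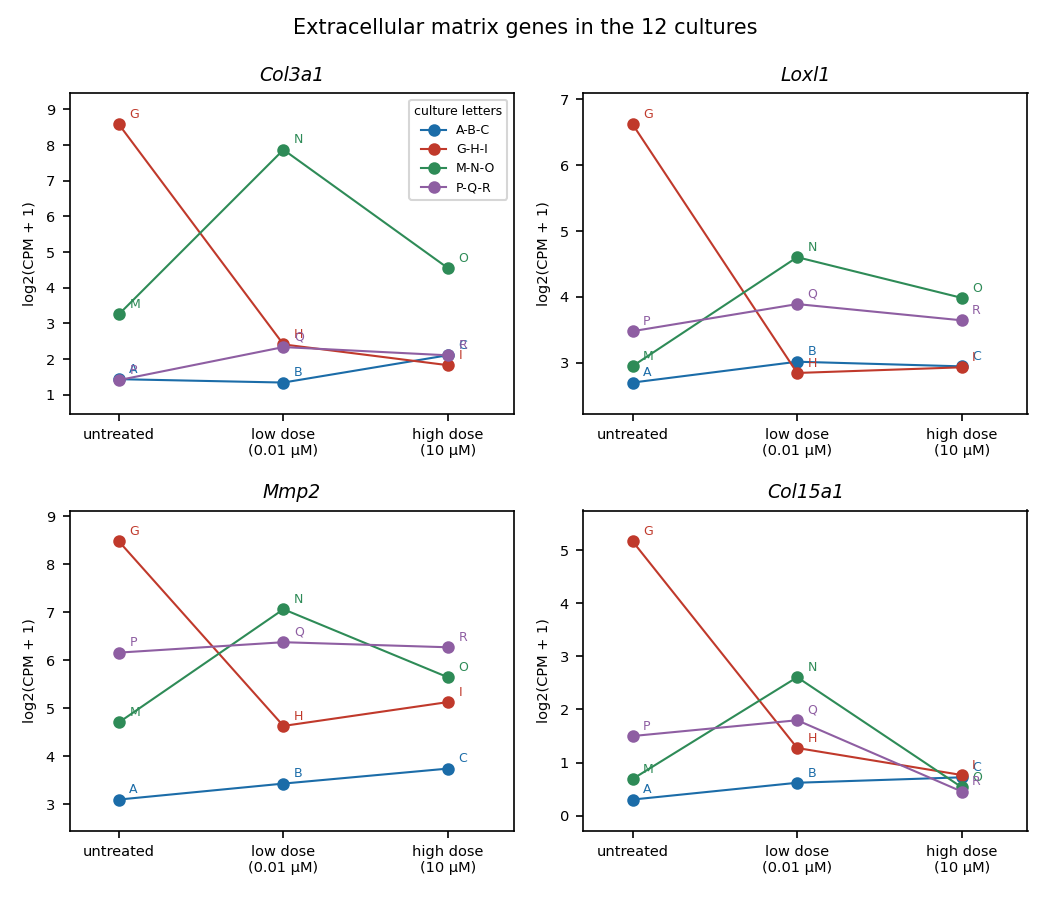
Col3a1, Loxl1, Mmp2 and Col15a1 in each of the 12 cultures as log2(CPM + 1) by dose. Points are cultures, marked by letter, and lines join consecutive letters. Untreated culture G lies above the other untreated cultures and low dose culture N above the other low dose cultures in each of the 4 plots.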

**FIGURE 4:**
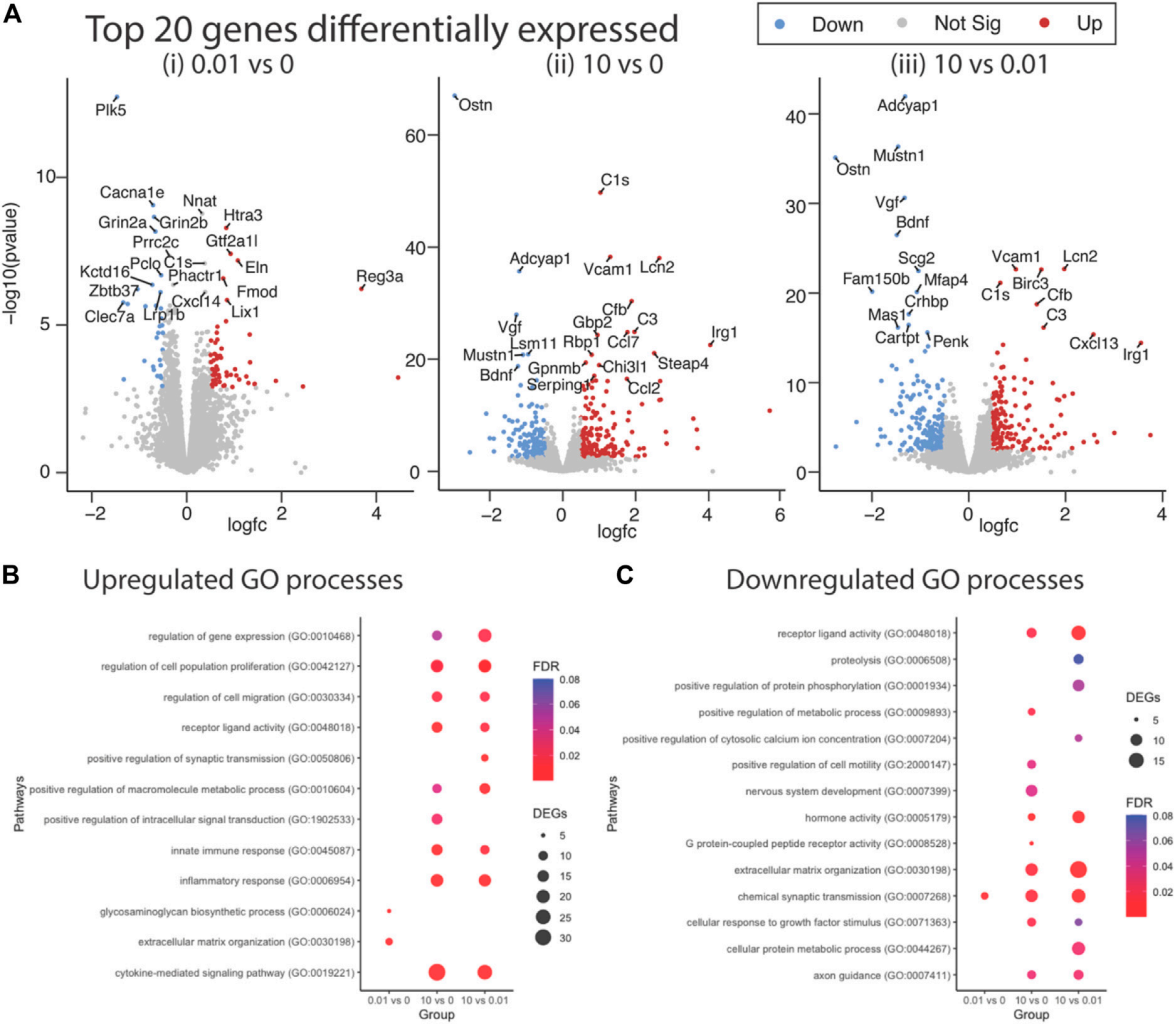
Differential gene expression in complex culture following sub-chronic exposure to low versus a high dose of fentanyl. **(A)** Volcano plots of statistical significance versus the magnitude of gene expression between treatment conditions: 0.01 vs. 0 μM fentanyl (i), 10 vs. 0 μM of fentanyl (ii), and 10 vs. 0.01 μM (iii) of fentanyl. Top 20 differentially expressed genes (DEGs) are highlighted. Dot plots showing enriched biological process associated with upregulated **(B)** and downregulated **(C)** genes. Circle size represents the number of genes in each Gene Ontology (GO) category and the color indicates the false discovery rate associated with each GO category.

**FIGURE 5:**
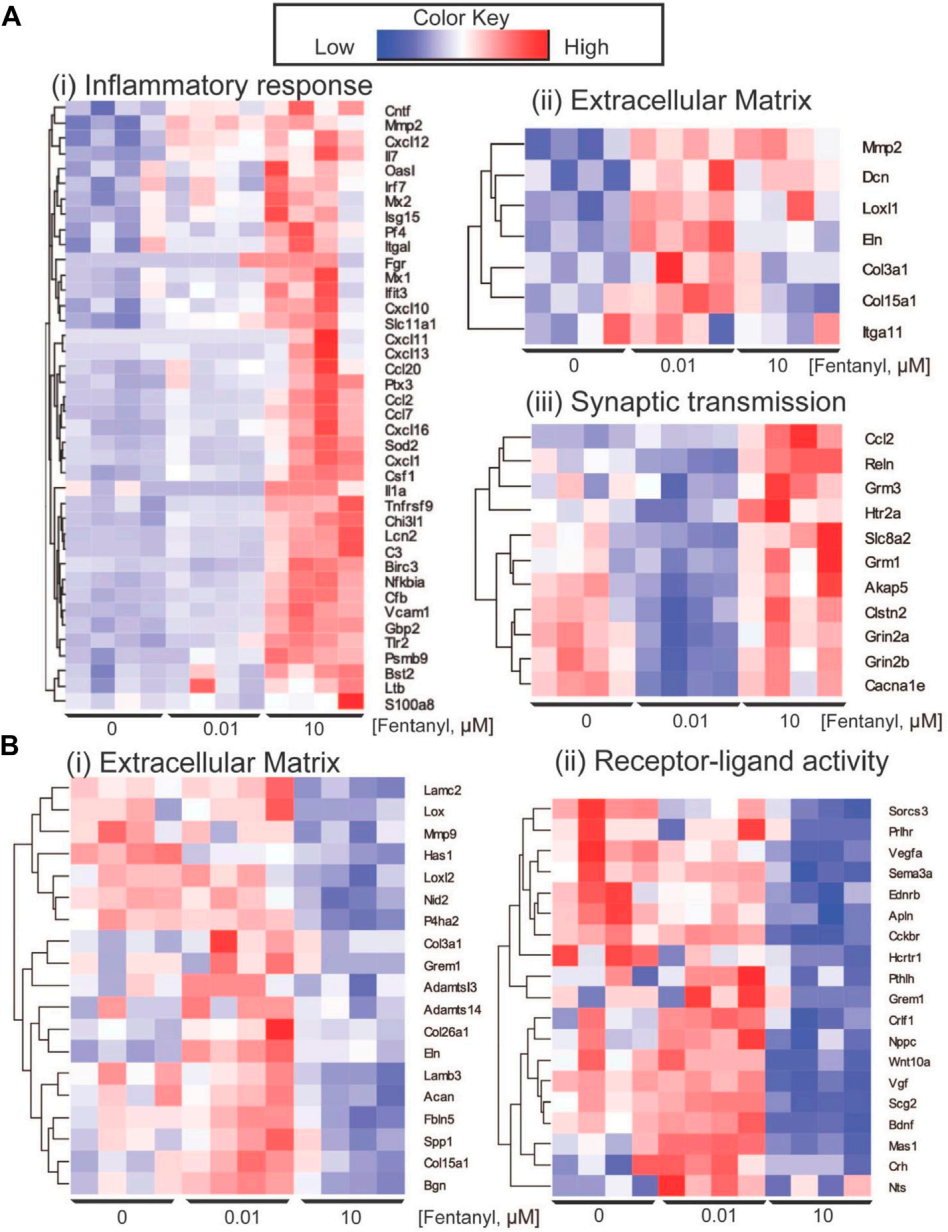
Key differentially expressed genes. **(A)** Heatmap of genes showing the upregulation of genes in complex culture conditions exposed to 10 μM of fentanyl for GO biological processes involved in inflammation response (i) and synaptic transmission (iii), and specific to 0.01 μM of fentanyl for processes involved with the extracellular matrix. **(B)** Downregulation of genes in complex cultures exposed to 10 μM of fentanyl for processes involved in the extracellular matrix (i) and receptor-ligand activity (ii).

We also observed a downregulation of a number of genes associated with the extracellular matrix downregulated in the high dose condition. These included genes involved in collagen fibril organization and assembly (*Adamts14, Col3a1, Grem1, Lox, Loxl2, Mmp9*), and extracellular matrix assembly (e.g., *Has1, Lamb3*). In addition, genes involved with receptor-ligand activity, specifically neuropeptide signaling pathway (e.g., *Hcrtr1, Nts, Prlhr, Sorcs3*), negative regulation of cell development (e.g., *Ednrb, Nppc, Pthlh, Sema3a, Vegfa*), GPCR (e.g., *Cckbr, Ednrb, Hcrtr1, Mas1, Prlhr)* were also downregulated in high dose condition.

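In high dose vs. untreated the log2 fold change was 0.52 for Col3a1 (SE 1.02), -0.55 for Loxl2 (SE 0.56), -0.18 for Mmp9 (SE 0.38) and -0.74 for Lamb3 (SE 0.59), each with an adjusted p of 1.00 (edgeR). Col3a1 was at 7.90 ± 9.69 CPM (SD, n = 4) in high dose cultures, and its log2 fold change reversed to -3.64 without any factor of unwanted variation. Loxl2 was at 22.8 ± 22.1 CPM in untreated and 8.71 ± 2.38 CPM in high dose cultures and was lower at the high dose in each letter set, by -0.31 in A-B-C, -2.86 in G-H-I, -0.44 in M-N-O and -0.11 in P-Q-R. Mmp9 was at 11.9 ± 15.6 and 4.01 ± 1.79 CPM, and Lamb3 at 1.22 ± 0.438 and 0.747 ± 0.411 CPM, both lower in 3 of the 4 letter sets. Has1 had too few counts to be tested. Of the 18 genes in Figure 5Bi that could be tested, chosen by the authors from these cultures, 15 had a log2 fold change under 0 in high dose vs. untreated, the others being Col3a1, Adamts14 and Eln. All 18 had one under 0 in high dose vs. low dose, with a median of -1.14, and 7 were lower in all 4 letter sets, where 11.1% of all genes tested were.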

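Ednrb was at 394 ± 229 CPM (SD, n = 4) in untreated and 268 ± 183 CPM in high dose cultures, with a log2 fold change of -0.82 (SE 0.50, adjusted p = 1.00 from edgeR), and was lower at the high dose in each letter set, by -0.46 in A-B-C, -0.06 in G-H-I, -1.44 in M-N-O and -0.42 in P-Q-R. Prlhr was at 8.81 ± 13.2 CPM in untreated cultures, of which G held 28.5 CPM, and 0.750 ± 0.456 CPM in high dose cultures, with a log2 fold change of -1.94 (SE 0.90). The log2 fold change was -0.38 for Vegfa (SE 0.71), -0.61 for Cckbr (SE 0.93) and -0.55 for Mas1 (SE 0.95), each lower in 3 of the 4 letter sets and higher in G-H-I. The adjusted p of these 4 genes was 1.00. Leaving out 1 culture reversed Vegfa to 0.60 (without untreated A), Cckbr to 0.08 and Mas1 to 0.41 (both without untreated P). For Vegfa, A was the highest untreated culture and C the highest high dose culture (8.96 and 8.55 in log2(CPM + 1)). Leaving out A thus unbalances the set A-B-C. With 4 RUVs factors, chosen after the data were seen, Vegfa was called (log2 fold change -0.56, adjusted p = 0.0396), while its adjusted p over the 26 alternatives ranged up to 1.00. Hcrtr1 had too few counts to be tested. Of the 18 genes in Figure 5Bii that could be tested, chosen by the authors from these cultures, 16 had a log2 fold change under 0 in high dose vs. untreated, the others being Pthlh and Nts. All 18 had one under 0 in high dose vs. low dose, with a median of -0.94, and 15 were lower in all 4 letter sets.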

## Discussion

Much of our understanding of chronic fentanyl use has been well documented in behavioral studies of animal models (Han et al., 2022). However, how chronic fentanyl exposure regulates brain activity that leads to changes in behavior remains poorly understood, particularly in *in vitro* and *in vivo* models. Previous *in vitro* and *ex vivo* studies have evaluated the effects of fentanyl on network activity (using slice electrophysiology), spine morphology of neurons, and receptor expression (e.g., AMPA receptors) at doses considered low (e.g., 0.01, 0.1 μM) and high (10 μM) and identified a dose-dependent or biphasic response from *in vitro* or *ex vivo* systems. (Lin et al., 2009; Tian et al., 2015). The exposure period for these studies varied (e.g., 3 days vs. 30 min). In the present study, we leveraged the BOC technology to provide a time series data set over a period of time that can be age-matched to previous studies, as shown here at 30 min, 1 h, and 24, 48, 72, and 96 h in which we monitored neural and network activity over the course of a 4-day exposure period (Figure 1), to better understand how the length and dose of fentanyl exposure affects network activity in the brain.

While the concentration used in the present study was determined from previous *in vitro* or *ex vivo* systems, (Lin et al., 2009; Tian et al., 2015), it is unclear whether the concentration is relevant to fentanyl levels in the brain of chronically exposed rodents. Nevertheless, electrophysiology data suggests that a high (but not low) dose of fentanyl, 10 μM, had a significant effect on reducing neural network activity, affecting features of spiking (e.g., number of spikes, firing rate) and bursting (e.g., number of bursts, burst per minute), as early as 30 min of exposure and sustained for up to 96 h of exposure. Previous reports have suggested that concentrations greater than 10 μM is likely to have off-target effects, for example inhibition of voltage-gated sodium channels (Isensee et al., 2017), altering intracellular calcium kinetics (McDowell, 2003), possibly attributed to inhibition of voltage-gated Ca^2+^ channels (N-, P-, Q-type) (Schroeder et al., 1991; Moises et al., 1994; Rusin and Moises, 1995), α1A and α1B adrenoceptor subtypes (Torralva et al., 2020), dopamine D4.4 and D1 receptor subtypes (Torralva et al., 2020), which may contribute to reduced network activity observed in the present study. Although, cultures exposed to the low dose, 0.01 μM, of fentanyl were previously shown to reduce presynaptic inputs (e.g., collapse of dendritic spines and decreased AMPA receptor clusters) (Tian et al., 2015), network activity was comparable to the untreated cultures in the present study, despite showing a slight increase in the level of spiking and bursting activity. Interestingly, when we examined the dynamics of synchronized networks within the treatment conditions (Figure 2), the distribution of synchrony values shifted, with most networks displaying a low degree of synchronization for the untreated and low dose condition, which may be attributed to mechanical disturbance of dosing the culture since the untreated condition also displayed the same shift. The observation that a high proportion of networks in the high dose condition (at 1 and 24 h time points) displayed a high degree of synchronization may be to accommodate the reduced level of spiking and bursting activity. While the distribution of synchrony values returned to baseline level by 96 h for the untreated and low dose condition, networks in the high dose condition showed a broader range of synchrony values. At a device level, the average synchrony values of all active networks had shown that there was no difference between treatment condition by 96 h, despite notable differences in the distribution of synchrony values. It is unclear whether the shift in the degree of synchrony across networks is a beneficial or harmful effect of opioid within the complex culture system. Specifically, is the shift from bimodal to unimodal distribution and the strength of synchronicity between neurons in a network a compensation mechanism for the change in spiking or bursting activity observed in the high dose condition? While the interpretation of the dynamics of synchronized networks is limited in this *in vitro* system, it would be interesting to see if a similar phenomenon (using *in vivo* electrophysiology) was observed in an animal model exposed to fentanyl.

Cell viability (e.g., LDH assay, Figure 3B) or the relative proportion of neurons (identified using CIBERSORT, Figure 3C) did not appear to affect the observed changes in network activity. In particular, after 4-days of exposure to fentanyl, levels of the LDH enzyme in the culture supernatant, a measure of membrane integrity and/or indirectly cell death, in the high dose condition was comparable to untreated cultures, and similarly the total number of cells and estimated proportion of cells (e.g., neurons, astrocytes, and oligodendrocyte precursor cells or oligodendrocyte) from age-matched treated cultures was also comparable to untreated cultures. The doses used in the present study did not appear to induce cytotoxicity at the 4-day time point, as expected, since >250 μM of fentanyl has been previously shown to induce toxicity in neurons after 24 h of exposure (Sogos et al., 2021).

Interestingly, transcriptomic analysis revealed gene expression changes in complex cultures after 4-days of exposure to fentanyl, regardless of the low versus high dose of the opioid (Figure 4A). Notably, gene expression changes in the low dose condition were specific to processes involved with the extracellular matrix (ECM, e.g., glycosaminoglycan biosynthetic process, or ECM organization), and only a marginal effect on genes involved in chemical synaptic transmission (Figures 4B,C, 5Aii,iii). Thus, the change in genes involved in synaptic transmission was not sufficient to alter network activity as observed on the BOC technology. More pronounced gene expression changes occurred at the high dose condition, specifically an upregulation of genes involved in inflammation and synaptic transmission (Figures 5Ai,iii). However, there were some cases where gene expression changes were no different to untreated levels, despite an increase in the same gene under the low dose condition. It is possible that there is a compensation mechanism in the high dose condition to regulate the transcriptome back to baseline levels, specifically for processes involved in the extracellular matrix and receptor-ligand activity (Figure 5B). However, future work is needed to elucidate whether specific receptor-ligand expression (e.g., extracellular matrix-specific and ionotropic or metabotropic receptors), and its corresponding signaling pathways have been amplified or suppressed, as a mechanism for this transcriptomic compensation observed in the high dose condition. 

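The 7 extracellular matrix genes of Figure 5Aii had log2 fold changes in high dose vs. untreated between -1.26 and 0.90, with a median of 0.01, and 4 of them were above 0. By letter set, 7 were higher at the high dose than in the untreated culture in A-B-C, 1 in G-H-I, 6 in M-N-O and 6 in P-Q-R. The step from the low to the high dose was tested directly. The 24 collagens had a mean log2 fold change of -0.84 in high dose vs. low dose (adjusted p = 0.000158, limma), with 0.06 in A-B-C, -0.10 in G-H-I, -1.23 in M-N-O and -0.21 in P-Q-R. Without low dose culture N the mean was -0.04 (adjusted p = 0.355, limma), so this step rested on that culture, and over the 25 alternatives the adjusted p ranged from 1.49e-06 to 0.355. The receptor ligand Adcyap1 was at 47.0 ± 46.8 CPM (SD, n = 4) in untreated, 84.2 ± 49.4 CPM in low dose and 29.6 ± 15.2 CPM in high dose cultures. Its log2 fold change in high dose vs. low dose was -1.58 (SE 0.92, adjusted p = 1.00 from edgeR), lower in each letter set, and in high dose vs. untreated -0.48 (SE 0.90). Bdnf had a log2 fold change of -1.79 in high dose vs. low dose (SE 1.06, adjusted p = 1.00 from edgeR) and was lower in each letter set. Adcyap1 and Bdnf were called there with 4 RUVs factors (adjusted p = 0.000848 for each, edgeR). The block by letter sets without untreated G also called both (0.00330 and 0.0119), and the block with G called neither. The first 2 of these alternatives were chosen after the data were seen. They also called Adcyap1 in high dose vs. untreated (adjusted p = 0.0302 and 0.0377). The paper proposes from such genes that a compensation mechanism at the high dose returned the transcriptome to baseline, for the extracellular matrix and receptor-ligand activity (Figure 5B).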

To our knowledge, transcriptomic analysis of neuronal and/or glial cultures and in animal models following fentanyl exposure remains to be determined. While transcriptomic analysis of the nucleus accumbens or striatum of animal models exposed to other opioids, such as morphine and heroin, have been informative in understanding the effects of opioids in the brain (Korostynski et al., 2007; Piechota et al., 2010; Salas et al., 2011; Imperio et al., 2016; Avey et al., 2018; Martin et al., 2018; Torralva et al., 2020), more studies are needed to identify the specific consequences of fentanyl in the rodent brain, and whether the dose-dependent effects observed *in vitro,* in the present study, mirror the effect *in vivo*.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: NCBI Gene Expression Omnibus (GEO), GSE207606

# Supplementary material for: Dose-dependent consequences of sub-chronic fentanyl exposure on neuron and glial co-cultures
**Source:** Front Toxicol. 2022 Aug 11;4:983415. doi: 10.3389/ftox.2022.983415
**Supplement:** Supplementary file 1

Supplementary Material

## Supplementary Figures

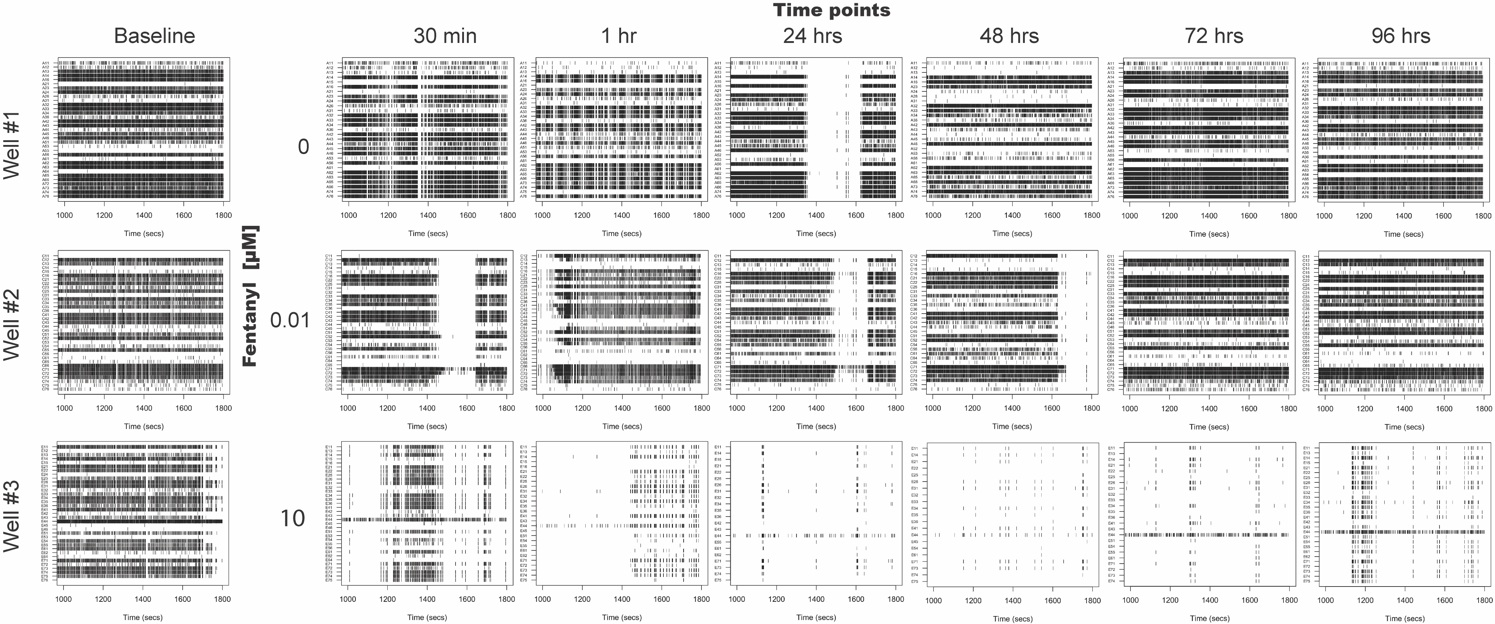

Supplementary Figure 1. **Spike trains from complex cultures before and during sub-chronic fentanyl exposure.** Representative 1800 ms raster plots showing spiking and bursting activity before (e.g., baseline) and at 30 min, 1 hour, and 24, 48, 72 and 96 hours of exposure to fentanyl at 0, 0.01, and 10 µM.

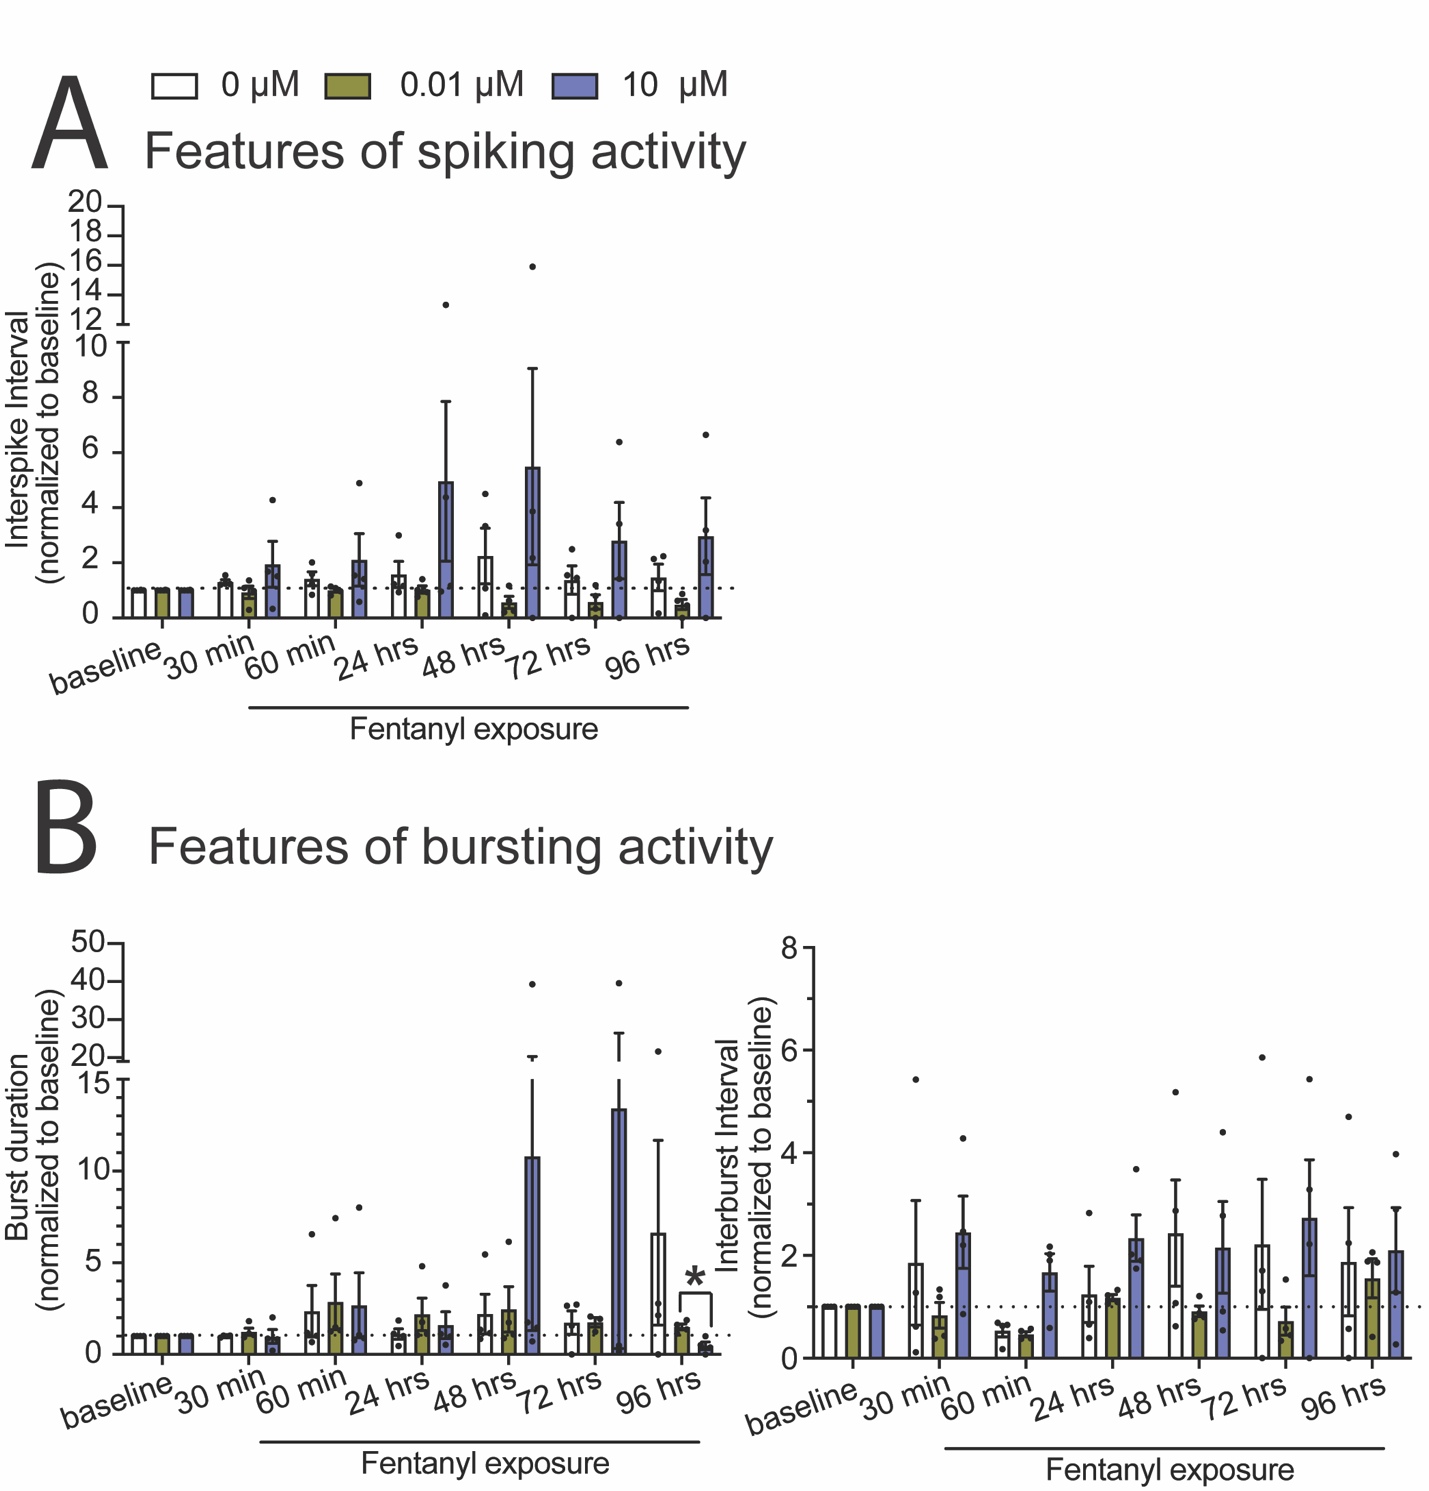

Supplementary Figure 2. **Additional features of** **neural and network activity from complex cultures before and during sub-chronic fentanyl exposure.** Bar graph summarizes additional features of spiking (e.g., interspike interval, **A**) and bursting (e.g., burst duration, and interburst interval, **B**) (n=5-7 wells/ treatment condition). Data is normalized to treatment-condition at baseline (dotted line at 1) and is shown as mean ± SEM and was analyzed using repeated measures two-way ANOVA with Tukey’s post hoc test. Statistical significances is observed at a level of *p<0.05.

How the deposited data were processed for this re-analysis (not part of the article)

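RNA of 12 complex cultures of rat neurons, astrocytes and oligodendrocyte precursor cells was sequenced by the authors after 4 days without fentanyl (untreated) or with 0.01 μM (low dose) or 10 μM fentanyl (high dose), with 4 cultures per condition. The authors aligned the reads to the rat genome build rn6 with STAR and counted them per gene with featureCounts. The deposited values are these counts, as whole numbers per gene and culture, and they hold no normalization and no removal of unwanted variation. The paper's later steps were run again from the counts: scaling, removal of unwanted variation and the edgeR test.

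The table lists 17337 gene symbols, of which 2226 had no count in any culture. Of the symbols, 14821 matched the current symbols of the reference, 2098 matched one older symbol and 418 matched none. Genes were tested under the symbol the table gives, and names that differ between the paper's figures and the table were joined through the older symbols. The total count per culture had a median of 14935939.5 in the untreated, 14872947.0 in the low dose and 18452470.5 in the high dose condition. Counts of 3 or fewer in a culture were taken as the floor of what this depth can show, which covers counting error only.

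Each culture was assigned to its dose by the dose in its label. The letters of the cultures come from the labels and run consecutively across the doses (A-B-C, G-H-I, M-N-O and P-Q-R). Neither the labels nor the paper's text names them as a pairing or a batch, so they were not used in the reported tests, and differences within these letter sets are given as values.

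The analysis was run in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Counts were scaled by TMM, and 12271 genes were kept by filterByExpr with its default settings on the 3 conditions. The paper names RUVseq without its procedure or the number of factors, and edgeR without the test. For the reported values, 1 factor was estimated by the RUVs procedure from the replicates of each condition with all kept genes as controls, on the log of the scaled count plus 1, with the formula of RUVseq written anew in R. The first component held 41.0% of the variation within conditions, the second 30.7% and the third 16.7%. The model held the 3 conditions and this factor, and the quasi-likelihood test of edgeR was made for low dose vs. untreated, high dose vs. untreated and high dose vs. low dose. A gene was called at the paper's thresholds, an adjusted p under 0.05 and a log2 fold change above 0.5 in either direction. Standard errors of the log2 fold changes were derived from the quasi-likelihood statistics.

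Gene families were tested with the camera function of limma on log2 CPM with the same design and an inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over 11 families and 3 comparisons. The value of a family is the mean log2 fold change of its kept genes. Marker lists of 7 cell types gave a score per culture, the mean of log2(CPM + 1) over the kept markers, compared by exact two-sided permutation tests over the 70 arrangements of 4 against 4 cultures, whose smallest possible p is 0.0286. CIBERSORT and ontology enrichment were left out, since the signature matrix and the term lists are not part of the data used. The recordings of electrical activity, the viability assay and the immunocytochemistry have no sequencing data and were left out.

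The genes named are those the paper names in its text or labels in Figures 4A and 5, the hand-written marker, opioid and activity-regulated lists, and the 5 genes with the smallest p per comparison among genes past both thresholds without overlap between the conditions. This rule was written before the data were examined, and its last part named no gene, since none passed the thresholds. Of the genes the paper names, 39 results of single genes were followed through the alternatives, with 8 of the 11 families and 4 of the 7 cell types. These were picked after the results had been seen.

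The alternatives were no factor, 2 RUVs factors, 1 RUVr or RUVg factor (the RUVg controls leave out the 5000 genes with the smallest p), the likelihood ratio test of edgeR, DESeq2, size factors of DESeq2 or upper quartile scaling in edgeR, no filter on low counts or at least 10 counts in every culture, only the 8 cultures compared, a replicate block by letter sets, adjusted p alone, each culture left out in turn, a family without the genes the paper names, and for marker scores an offset of 0.1 in place of 1, the median, DESeq2 size factors and all markers counted. More factors, other tests with them, merged letter sets and models without culture G or without G, H and I were added after the data were seen.

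The procedure was tested on simulated counts with the depth and spread of these cultures, in which about 199 genes changed by a log2 fold change of 2 at one dose. With the spread of all cultures, 167 of 199 changed genes were called, with 1 false call among 12210 genes. With the smaller spread within letter sets without G, 197 of 199 were called, with 4 false calls among 12209 genes. With 1 unwanted factor added to the simulated counts, which varied at random between cultures and did not follow the letter sets (SD of its effect on genes 0.5 on the log2 scale), 157 of 200 changed genes were called with 4 false calls at the first spread, and 196 of 200 with 8 false calls at the second. The replicate block called 112 and 129 of 200 there, where no variation followed its sets. The simulated counts held no effect shared by a letter set and no culture like G. Their changes of 2 on the log2 scale also lay far above the threshold of 0.5. These rates thus do not give the power in the real cultures.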

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

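Every test in this part was chosen after the result it concerns was seen. In 159 groups of 4 cultures, the highest or lowest culture lay far from the other 3 in 14 groups, by the gap to its nearest neighbour as a share of the range, where chance gives 7.95 such groups. Of the 14, untreated culture G held 5, low dose culture N 3, high dose culture C 3, and low dose B, high dose O and high dose R 1 each. Values are in log2(CPM + 1), or its mean over a list of genes.

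Untreated culture G had a neuron score of 3.98, against 7.50 to 8.04 in the other untreated cultures. It also lay apart for voltage-gated calcium channels (2.81 against 4.90 to 5.11), Cacna1e (0.72 against 5.11 to 5.77), laminins (6.28 against 4.94 to 5.05) and matrix proteases and crosslinkers (5.35 against 3.57 to 3.81). Low depth did not account for the neuron score, since the total count of G was 1.02 times the median of the other cultures, nor did a few genes taking most of the counts, since the 10 largest genes of G held 7.02% against 5.55% to 7.04% in the others. A loss of neurons with the other cells in the same proportions went against the non-neuronal scores, whose 6 shifts in G spanned 4.00, by a small margin over the 3.77 of another culture. The fibroblast score of G was 7.31 against a median of 4.47 in the others. More fibroblast-like cells in G are a candidate explanation of part of this, since its fibroblast score was 0.821 above the highest of the other cultures, where the test asked only for a difference above 0. Dilution by such cells would lower the other cell types too, and the scores of astrocytes (7.93) and OPCs (7.23) in G lay within those of the other untreated cultures (7.36 to 8.36 and 5.24 to 7.42), so it does not by itself account for the neuron score. A mislabelled sample could not be told apart from this, as 0 other cultures had a neuron score nearer to that of G than to the median of the others, which leaves no partner for an exchange within the table and does not rule out a culture from elsewhere. The cultures of one condition share one dose, so no biological explanation was tested.

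Other single cultures lay apart as well. Low dose culture N had a fibroblast score of 6.49 against 4.35 to 4.51, Col3a1 of 7.87 against 1.34 to 2.41 and Eln of 6.14 against 1.51 to 2.13. High dose culture O had Col3a1 of 4.55 against 1.83 to 2.11. High dose culture C had GABA-A receptors of 4.09 against 4.63 to 4.74, Adcyap1 of 3.11 against 5.05 to 5.41 and Grin2b of 5.81 against 5.14 to 5.25, low dose culture B had Adcyap1 of 3.89 against 6.44 to 6.93, and high dose culture R had complement genes of 3.95 against 5.47 to 5.71. Of the 14 values, 3 were in cultures whose neighbours by letter were both also highest or lowest of their dose, and 2 were in the culture with the smallest total of its dose, so low depth did not account for most of them. The first test is limited by G, which is highest or lowest of the untreated cultures for many of these values. With G left out, 8 of the 9 values in other cultures had both neighbours by letter highest or lowest of their dose in the same direction, so batches that follow the letters are a candidate explanation for these values. More fibroblast-like cells in N were tested for Col3a1 by a fibroblast score without collagen genes, which in N was 0.498 above the highest other low dose culture, less than the difference of 1 set for this test. No biological explanation was tested, since these cultures share a dose with the ones they differ from.

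Transcripts of microglial markers, which the paper's text names only in the CIBERSORT signature, were above 3 counts for at least 13 of 15 markers in every culture. RNA from microglia in some of the cultures is a candidate explanation, since 14 of the 15 markers were lower in each of P, Q and R than in each of the other 9 cultures. C1qa, for example, was at 7.48 to 9.01 CPM in P, Q and R and at 87.2 to 279 CPM in the others. P, Q and R hold 1 culture of each dose, so this difference does not follow the dose. It is a hypothesis, as it was noticed and tested on the same data.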

How the results depend on the processing

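The splits of the cultures, the thinned libraries and every other test of an explanation in this part were chosen after the results were seen. The comparisons, the reported model, the gene families, the marker lists, the list of genes the paper names and the alternatives not said to be added were set before the data were examined. Alternatives said to be added were chosen after seeing the data. For the counts of DEGs, 13 alternatives set in advance, 12 fits that each left out 1 culture and 42 added alternatives were run, and all are given. The 39 results of single genes, the 8 families with 24 shifts and the 4 cell types followed through the alternatives were picked from those lists after the results were seen, so how often they kept their direction does not stand for the other genes, families and cell types of the lists. Lists of 3 values are in the order low dose vs. untreated, high dose vs. untreated and high dose vs. low dose.

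The counts of DEGs were 0, 0 and 0, with 91, 146 and 144 genes at an unadjusted p under 0.05. They stayed at 0 with no factor of unwanted variation (117, 131 and 59 genes at an unadjusted p under 0.05), 1 RUVr factor (618, 754 and 194), 1 RUVg factor (93, 130 and 136), DESeq2 size factors in edgeR (87, 144 and 144), upper quartile scaling (94, 146 and 147), no filter on low counts (169, 245 and 193), at least 10 counts in every culture (89, 145 and 170), only the 8 cultures compared (25, 135 and 316), the replicate block by letter sets (303, 374 and 363) and adjusted p alone. Leaving out each culture in turn also gave 0 in each comparison, with 61 to 477, 71 to 500 and 94 to 523 genes at an unadjusted p under 0.05. With 2 RUVs factors the counts were 0, 1 and 1 (Cfb in both, 282 at an unadjusted p under 0.05 at the low dose), with the edgeR likelihood ratio test 0, 2 and 0 (C3 and Ccl7, with 67 and 113 at an unadjusted p under 0.05 in the other comparisons), and with DESeq2 0, 3 and 1 (C3, Ccl7 and Lcn2, and Birc3, with 127 at an unadjusted p under 0.05 at the low dose). The cause was not tested. In simulated counts with the spread of these cultures and a log2 fold change of 2, the reported model called 167 of 199 changed genes with 1 false call, the likelihood ratio test 179 with 33 and DESeq2 180 with 44. With an unwanted factor added that varied between cultures and did not follow the letter sets, these were 157 of 200 with 4, 177 with 30 and 175 with 45. The replicate block called 112 with 2 there. The simulated counts held no effect of letter sets and no culture like G, so these rates do not give the power in the real cultures.

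Added alternatives with more factors called more genes. With the quasi-likelihood test and 3, 4, 5, 6 and 7 RUVs factors, the DEGs were 0, 0, 0, 0 and 19 in low dose vs. untreated (485, 1209, 1300 and 1410 at an unadjusted p under 0.05 beside the counts of 0), 1, 39, 66, 73 and 102 in high dose vs. untreated, and 1, 113, 159, 181 and 150 in high dose vs. low dose. With the likelihood ratio test and 2, 3, 4, 5, 6 and 7 RUVs factors, they were 0 (210 at an unadjusted p under 0.05), 1, 31, 32, 41 and 91, then 18, 44, 135, 183, 201 and 193, and then 12, 83, 259, 279, 320 and 234. With 2, 3 and 4 RUVr factors they were 108, 643 and 940, then 207, 815 and 1083, and then 0 (565 at an unadjusted p under 0.05), 2 and 120. With the likelihood ratio test and 1, 2, 3 and 4 RUVr factors, they were 1, 372, 837 and 1083, then 25, 535, 1004 and 1224, and then 0 (122 at an unadjusted p under 0.05), 12, 79 and 251. No factor with the likelihood ratio test gave 0, 0 and 0 (145, 194 and 51 at an unadjusted p under 0.05). The replicate block with the likelihood ratio test gave 0, 3 and 3 (178 at the low dose at an unadjusted p under 0.05). Merging the sets G-H-I and M-N-O gave 0, 0 and 0 (267, 348 and 273), and 0, 3 and 1 with the likelihood ratio test (210 at the low dose). The cause was not tested.

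Added alternatives without untreated culture G gave, with the quasi-likelihood test, 0, 0 and 0 DEGs with no factor (90, 96 and 191 at an unadjusted p under 0.05), 0, 4 and 10 with 2 RUVs factors (575 at the low dose), 0, 45 and 115 with 3 (1353), 0, 60 and 154 with 4 (1473), 0, 62 and 173 with 5 (1580), and 15, 104 and 140 with 6. The replicate block without G gave 0, 15 and 14 (930), and the merged block 0, 1 and 10 (635). With the likelihood ratio test the counts without G were 0, 1 and 0 with no factor (48 and 154 beside the counts of 0), 0, 8 and 8 with 1 RUVs factor (148), 0, 41 and 89 with 2 (443), 32, 136 and 250 with 3, 43, 176 and 273 with 4, 48, 196 and 324 with 5, 100, 207 and 230 with 6, 9, 145 and 167 with the block, and 1, 46 and 79 with the merged block. Without G, H and I, they were 0, 7 and 1 with 1 RUVs factor (132), 14, 70 and 85 with 2, and 22, 141 and 127 with 3. The cause was not tested.

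The 8 cultures of a comparison can be split into 2 groups of 4 in 35 ways. With the reported model, 35, 35 and 35 of the 35 splits gave as many DEGs as the real one, which had none. With 4 RUVs factors, 35, 2 and 1 of the splits gave as many, and the largest counts of another split were 26, 78 and 60. With 5 RUVs factors and the likelihood ratio test, 16, 2 and 4 of the splits gave as many, with 351, 247 and 379 genes in the largest other split. In 8 of the 35 splits every letter set is parted, as in the real one, and the other splits put 2 cultures of a set on the same side. Among these 8, 8, 1 and 1 gave as many with 4 factors, and 2, 1 and 1 with 5 factors and the likelihood ratio test. The count for high dose vs. low dose with 4 RUVs factors (113) was thus matched by no other split, and counts of this size under the likelihood ratio test also came from splits that do not follow the dose. In the simulated counts, 4 RUVs factors with the quasi-likelihood test called 161 of 199 changed genes with 11 false calls, and 5 factors with the likelihood ratio test called 185 with 80 false calls.

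No gene was called at both doses with the reported model or with any alternative set in advance, which follows from the 0 genes each of them called in low dose vs. untreated and says nothing on genes specific to a dose. Among the added ones, the genes called at both doses were 7 with 7 RUVs factors, 8, 8, 8 and 24 with the likelihood ratio test and 4, 5, 6 and 7 RUVs factors, 84, 496 and 684 with 2, 3 and 4 RUVr factors, and 1, 287, 622 and 760 with the likelihood ratio test and 1, 2, 3 and 4 RUVr factors. Without G they were 7 with 6 RUVs factors, 5, 12, 11 and 26 with the likelihood ratio test and 3, 4, 5 and 6 RUVs factors, 4 with the block and 1 with the merged block under that test. Without G, H and I they were 5 and 9 with 2 and 3 RUVs factors and the likelihood ratio test. The cause was not tested.

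Of the 11 gene families, 4, 7 and 5 passed the threshold. These numbers were 2, 3 and 4 with at least 10 counts in every culture, 2, 8 and 5 with no filter, and 0, 5 and 4 for families without the genes the paper names (3 at an unadjusted p under 0.05 in low dose vs. untreated). The added block without G gave 7, 4 and 5. Across the 12 fits that each left out 1 culture they ranged from 1 to 7, from 4 to 8 and from 3 to 7. As many families passed in 22, 4 and 10 of the 35 splits. With every library thinned to the smallest total, 3, 7 and 5 passed, so the numbers of the 2 comparisons with the high dose were as large without its larger libraries. The cause of the other changes was not tested.

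For each family past the threshold, the splits with a camera p as small were counted. For the low dose against untreated there were 10 of 35 for chemokines, 13 for complement genes, 17 for GABA-A receptors and 1 for neuropeptides. For the high dose against untreated there were 1 of 35 for chemokines, 25 for interferon-stimulated genes, 3 for complement genes, 7 for glutamate receptors, 7 for GABA-A receptors, 12 for voltage-gated calcium channels and 5 for collagens. For the high against the low dose there were 5 of 35 for chemokines, 17 for interferon-stimulated genes, 3 for glutamate receptors, 4 for collagens and 1 for neuropeptides. Only the neuropeptides in 2 comparisons and the chemokines in high dose vs. untreated were thus matched by no other split. Among the 8 splits that part every letter set, the numbers in the same order were 4, 1, 2 and 1, then 1, 4, 1, 2, 2, 2 and 1, and then 2, 3, 2, 2 and 1, so the complement genes in the 2 comparisons with untreated and the collagens in high dose vs. untreated were also matched by no other of these 8, where 1 of 8 is the smallest share possible.

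From the low to the high dose, chemokines, glutamate receptors, collagens and neuropeptides kept their direction in all 25 alternatives (the collagens at -0.04 without low dose N), and the chemokines (0.40 to 1.14) and neuropeptides (-0.84 to -0.41) also stayed past the threshold. Neuropeptides in low dose vs. untreated kept their direction (0.25 to 0.90) and stayed past the threshold in 24 of the 25, and complement genes and glutamate receptors in high dose vs. untreated kept their direction in the 25, with 20 and 23 past the threshold. DESeq2 size factors and upper quartile scaling reversed none of the 24 family shifts and none of the 39 gene results, and they moved the median log2 fold change of all genes by at most 0.00632 in size, too little to test shifts as large as these.

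Complement genes in low dose vs. untreated also kept their direction in the 25 (0.02 to 0.63), with 14 past the threshold. The other family shifts reversed in at least 1 alternative. Between the low dose and untreated cultures, with no factor the mean log2 fold change was -0.89 for chemokines, -0.22 for collagens, -0.068 for glycosaminoglycan synthesis and -0.53 for matrix proteases and crosslinkers, and with the block by letter sets -0.44, -0.16, -0.021 and -0.31, and -0.030 for interferon-stimulated genes. Interferon-stimulated genes were also at -0.10 with 2 RUVs factors, -0.029 with 1 RUVr factor and -0.084 with at least 10 counts in every culture. With 1 RUVr factor glycosaminoglycan synthesis was at -0.00065 and the matrix proteases and crosslinkers at -0.17, and with no filter the latter were at -0.10. Glutamate receptors were at -0.043 with 4 RUVs factors and at -0.14 with the block without G, both added. Between the high dose and untreated cultures, chemokines were at -0.33 and glycosaminoglycan synthesis at -0.039 with no factor, and the added block without G gave 0.16 for collagens and 0.16 for matrix proteases and crosslinkers. Between the high and low doses, glycosaminoglycan synthesis was at -0.0049 with at least 10 counts in every culture, and complement genes without those the paper names at -0.0013. The families that reversed with no factor in low dose vs. untreated were lower within the letter sets only in G-H-I, which holds G. The differences there were -1.95 for chemokines, -2.26 for collagens, -0.12 for glycosaminoglycan synthesis and -1.92 for matrix proteases and crosslinkers. These reversals thus went with G, and the cause of the others was not tested.

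Leaving out 1 culture also reversed family shifts. In low dose vs. untreated, the 12 fits ranged from -0.59 to 0.93 for interferon-stimulated genes, -0.085 to 0.28 for glutamate receptors, -0.26 to 0.93 for collagens, -0.028 to 0.16 for glycosaminoglycan synthesis and -0.15 to 0.39 for matrix proteases and crosslinkers. In high dose vs. untreated, they ranged from -0.17 to 1.34 for interferon-stimulated genes, -0.61 to 0.080 for collagens, -0.26 to 0.061 for matrix proteases and crosslinkers and -0.40 to 0.24 for neuropeptides. In high dose vs. low dose, they ranged from -0.31 to 1.20 for interferon-stimulated genes, -0.012 to 0.40 for complement genes, -0.031 to 0.075 for glycosaminoglycan synthesis and -0.36 to 0.013 for matrix proteases and crosslinkers.

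Of the 39 gene results, 31 kept their direction with no factor, 34 with the block, 33 with 1 RUVr factor and 39 with 1 RUVg factor. Between the low dose and untreated cultures, with no factor the log2 fold change was -0.16 for Grin2a, -0.69 for Col3a1, -0.88 for Mmp2, -1.25 for Loxl1 and -1.97 for Col15a1. With the block it was -0.24 for Col3a1, -0.33 for Mmp2, -0.54 for Loxl1 and -0.32 for Col15a1. With 1 RUVr factor it was 0.21 for Cacna1e, 0.23 for Grin2b, -0.090 for Mmp2, -0.33 for Loxl1 and -0.031 for Col15a1. Grin2a was at -0.015 with 2 RUVs factors, -0.074 with at least 10 counts in every culture, -0.44 with 4 RUVs factors and -0.52 with the block without G, and Slc8a2 at -0.22 and -0.37 with the last 2, which were added. Between the high dose and untreated cultures, with no factor Vcam1 was at -0.28, Ccl2 at -1.01 and Col3a1 at -3.64, and Col3a1 was at -1.46 with the block and -0.79 with 1 RUVr factor. Mmp2, at -0.03 in the reported model, was at 0.40 with at least 10 counts in every culture, 0.52 with 2 RUVs factors, 0.054 with only the 8 cultures compared, 0.46 with 4 RUVs factors and 0.67 with the block without G. The added 4 RUVs factors brought 15 of the 39 gene results past both thresholds and the added block without G brought 10. The cause was not tested.

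Leaving out 1 culture gave these ranges for genes that reversed. In low dose vs. untreated they were -0.88 to 0.58 for Cacna1e, -0.77 to 0.81 for Grin2a, -0.70 to 0.26 for Grin2b, -0.37 to 0.85 for Slc8a2, -0.020 to 3.57 for Col3a1, -0.42 to 3.75 for Itga11, -0.47 to 1.46 for Mmp2, -0.26 to 0.84 for Loxl1 and -0.25 to 1.69 for Col15a1. For the high dose against untreated they were -0.88 to 0.13 for Adcyap1, -0.78 to 2.30 for Isg15, -0.90 to 1.11 for Mmp2, -0.50 to 0.040 for Mmp9, -0.032 to 0.82 for Col3a1, -0.94 to 0.60 for Vegfa, -1.04 to 0.077 for Cckbr and -1.04 to 0.41 for Mas1. The 7 gene results in high dose vs. low dose kept their direction in each of these fits.

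All 12 comparisons of marker scores kept their direction with the offset of 0.1, the median, DESeq2 size factors and all markers counted. With 1 culture left out, the differences ranged from -0.10 to 1.25 for neurons in low dose vs. untreated, -0.42 to 0.016 for astrocytes in high dose vs. low dose, -0.66 to 0.15, -0.46 to 0.35 and -0.12 to 0.53 for OPCs in the 3 comparisons, and -0.25 to 0.74, -0.26 to 0.82 and -0.45 to 0.51 for oligodendrocytes. The neuron score reversed without untreated G, and the cause of the others was not tested.

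Depth limits the genes of low count. With at least 10 counts in every culture, 30 of the 39 gene results were left, and the results of Ostn (2 comparisons), Lamb3, Mas1, Prlhr, Plk5, Itga11, Col15a1 and Eln had no value under this alternative. Cxcl11, Has1, Hcrtr1 and Reg3a were below the filter and were not tested.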

Differences from the paper's values

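All tests behind this part other than the reported model and the alternatives set before the data were examined were chosen after the results were seen. The counts of DEGs differed from the paper's. There were 0 DEGs in low dose vs. untreated against the paper's 87, in high dose vs. untreated 0 against the paper's 318, and in high dose vs. low dose 0 against the paper's 352, with 91, 146 and 144 genes at an unadjusted p under 0.05. Chance alone gives 614 such genes in each comparison, so the p-values of this model were larger than chance gives. The 0 DEGs thus do not show that the paper's genes were unchanged. None of the alternatives set before the data were examined closed the gap. They gave at most 3 DEGs in any comparison.

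Of 42 alternatives chosen after seeing the values, 10 gave a count within 1.5 times the paper's in 1 comparison, and 0 did so in more than 1. Those for low dose vs. untreated, chosen after seeing the values, were 7 RUVs factors with the likelihood ratio test (91 DEGs), 2 RUVr factors (108), and 6 RUVs factors with the likelihood ratio test without untreated G (100). Those for high dose vs. low dose, again chosen after seeing the values, were 4, 5 and 6 RUVs factors with the likelihood ratio test (259, 279 and 320), 4 RUVr factors with that test (251), and 3, 4 and 5 RUVs factors with that test without G (250, 273 and 324). For high dose vs. untreated no alternative came within 1.5 times the paper's count.

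Among the alternatives set before the data were examined, 2 RUVs factors called Cfb in high dose vs. untreated and in high dose vs. low dose, the likelihood ratio test called C3 and Ccl7 in high dose vs. untreated, and DESeq2 called C3, Ccl7 and Lcn2 in high dose vs. untreated and Birc3 in high dose vs. low dose. The paper labels these genes in Figure 4A. Of the 20 genes labelled in each panel, the alternatives chosen after seeing the values called the following numbers, in the order low dose vs. untreated, high dose vs. untreated and high dose vs. low dose. With 3, 4, 5, 6 and 7 RUVs factors, chosen after seeing the values, they called 0, 1 and 1 (Cfb in both), 0, 16 and 19, 0, 19 and 19, 0, 18 and 19, and 0, 17 and 18. With the likelihood ratio test and 2, 3, 4, 5, 6 and 7 RUVs factors, chosen after seeing the values, they called 0, 9 and 5, 1, 15 and 17, 6, 19 and 20, 8, 20 and 20, 8, 20 and 20, and 8, 17 and 20. With 2, 3 and 4 RUVr factors, chosen after seeing the values, they called 0, 1 and 0, 2, 9 and 2, and 5, 13 and 17, and with the likelihood ratio test and 2, 3 and 4 RUVr factors 1, 8 and 5, 2, 12 and 16, and 6, 13 and 20. The block by letter sets with the likelihood ratio test, chosen after seeing the values, called 0, 1 (Vgf) and 3 (Fam150b, Scg2 and Vgf), and the merged block with that test 0, 1 and 1 (Vgf in both).

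Without untreated G, all chosen after seeing the values, 2, 3, 4, 5 and 6 RUVs factors called 0, 3 and 8, 0, 17 and 19, 0, 19 and 19, 0, 19 and 19, and 2, 19 and 18 of the labelled genes, the block 0, 11 and 10, and the merged block 0, 1 (Vcam1) and 7. The likelihood ratio test without G, chosen after seeing the values, called 0, 1 (Lcn2) and 0 with no factor, 0, 6 and 4 with 1 RUVs factor, 0, 17 and 18 with 2, 12, 20 and 20 with 3, 14, 20 and 20 with 4, 14, 20 and 20 with 5, 14, 19 and 20 with 6, 0, 19 and 19 with the block, and 0, 18 and 16 with the merged block. Without G, H and I that test, chosen after seeing the values, called 0, 6 and 1 (Cfb) with 1 RUVs factor, 2, 17 and 16 with 2, and 5, 19 and 18 with 3.

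The directions of some genes also differed from the paper's statements in the reported model, each with an adjusted p of 1.00 (edgeR). The paper places Mmp2 among the inflammation genes raised at the high dose, and its log2 fold change in high dose vs. untreated was -0.03 (SE 0.88). It was above 0 in 12 of 26 alternatives, among them the fit without untreated G. Mmp2 was higher at the high dose in 3 letter sets and lower only in G-H-I, which holds G. The paper's text names the synaptic transmission genes Slc8a2 and Grin2a as lower at the low dose. Their log2 fold changes in low dose vs. untreated were 0.15 (SE 0.50) and 0.05 (SE 0.62). Both genes were lower at the low dose in 3 letter sets and higher only in G-H-I. Both also fell below 0 without untreated G. The signs of Slc8a2 and Grin2a in the reported model thus rested on G and are no evidence against the paper's statement. Ccl2 (0.44) and Akap5 (0.0025) were also above 0 in low dose vs. untreated in the reported model. The paper's text does not name them as lower at the low dose. For Akap5 it states a rise at the high dose only. The paper shows Reln as raised at the high dose, and it had -0.28 in high dose vs. untreated. Of the extracellular matrix genes the paper gives as lower at the high dose, Col3a1 had a log2 fold change of 0.52, Eln 0.90 and Adamts14 0.03 in high dose vs. untreated, and each was below 0 in high dose vs. low dose (-1.91, -1.66 and -0.69). Of the receptor-ligand genes it gives as lower at the high dose, Pthlh had 0.19 and Nts 0.14 in high dose vs. untreated, and -0.81 and -0.82 in high dose vs. low dose. The paper's Discussion also states that in some cases expression at the high dose was at untreated levels while raised at the low dose (Figure 5B). Read against the low dose, these genes of Figure 5B had the direction the paper gives. Cxcl11, Has1, Hcrtr1 and Reg3a, which the paper also names, had too few counts to be tested. The paper gives processes that belong to each dose, while chemokines, complement genes and GABA-A receptors passed the threshold at both doses in the reported model. At the low dose they passed in 13, 14 and 14 of the 25 alternatives. The GABA-A receptors rose strongly only in G-H-I, which holds untreated G (by 2.67 at the low and 2.93 at the high dose).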

Other observations

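All tests in this part were chosen after the result they concern was seen, and each pattern is a hypothesis from the same data. Cultures with consecutive letters resembled each other. Without culture G, the median Spearman correlation was 0.991 between cultures of a set and 0.980 between cultures of a dose. The mean correlation of the deviations from the dose means was 0.78 within a letter set (0.52 with G), and a share of 0.00174 of 576 reassignments of the letters gave a mean as high, which is the smallest share possible. The letter sets held 55.5% of the variance and the doses 9.88% (81.4% and 8.33% without G). Batches that follow the letters are a candidate explanation. Neither the labels nor the paper states what the letters stand for, so this cannot be told apart from donors, plates or another order of handling. Each set holds 1 culture of each dose, so the sets are balanced over the doses, and no biological explanation was tested.

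The 3 first principal components held 43.7%, 27.5% and 15.8% of the variance. Culture G had the highest value of the RUVs factor, 0.93, and a median Spearman correlation with the other cultures of 0.929, against 0.991 between cultures of a set and 0.980 between cultures of a dose without G. The factor of the reported model was thus highest in G, and 3 of the 39 gene results (Grin2a and Slc8a2 in low dose vs. untreated, Mmp2 in high dose vs. untreated) reversed when G was left out.

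The neuropeptides and the chemokines were past the threshold in each of the 25 alternatives in high dose vs. low dose, and of these 2 the neuropeptides were matched by no other split. From the low to the high dose their mean log2 fold change was -0.72 (adjusted p = 1.55e-07, limma), lower in 4 of 4 letter sets, and over the 25 alternatives it ranged from -0.84 to -0.41 with adjusted p from 1.00e-09 to 0.0123. In the 35 splits, 1 gave a camera p as small, which was the real one, and the exact permutation p of the pooled score difference was 0.0571. A lower expression of neuropeptides at the high dose than at the low dose may follow the dose. Between the low dose and untreated cultures the mean was 0.48 (adjusted p = 0.00117), higher in 4 of 4 letter sets, where over the 25 alternatives adjusted p ranged from 2.21e-05 to 0.0529, and again no other split of the 35 gave a p as small. A batch shared by a whole letter set cannot give a difference within it, and the neuron score went the other way, higher at the high dose than at the low dose in 4 of 4 letter sets (0.06, 0.22, 0.31 and 0.27). In low dose vs. untreated it was lower in 3 sets (-0.10, -0.31 and -0.08) and higher in G-H-I (3.93), which holds G. The number of neurons thus goes against the first shift, and other changes in cell composition were not tested for this family.

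The paper reports a fall of network activity at the high dose. Transcripts of 25 activity-regulated genes, which would be lower if their transcription had followed, differed by -0.21 in high dose vs. low dose (exact permutation p = 0.629), being higher in 2 letter sets (0.07 in A-B-C and 0.09 in G-H-I) and lower in 2 (-0.51 in M-N-O and -0.49 in P-Q-R). The difference in high dose vs. untreated was 0.25 (exact permutation p = 0.600), with 0.09, 1.64, -0.36 and -0.39 within the sets. High dose against the other doses within the sets gave 0.02 (exact permutation p = 0.963), or -0.17 without G (exact permutation p = 0.130). None of these tests of the score showed lower transcripts at the high dose, and the sets differed in direction. The list leaves out genes the paper names, Bdnf among them, so the score does not speak for those genes. Bdnf had a log2 fold change of -1.79 (SE 1.06) from the low to the high dose and was lower in each letter set. It was called only with alternatives chosen after the data were seen. Of the opioid receptors, Oprm1 had 0 to 7 counts and Oprk1 0 to 4 in a culture, too few to be tested, Oprd1 had 0 to 26 and Oprl1 57 to 597. The 6 opioid genes with a score were the receptors Oprd1 and Oprl1 and the peptide genes Penk, Pdyn, Pomc and Pnoc, so the score is not one of receptors alone. This score was -0.42 in high dose vs. low dose (exact permutation p = 0.0571, where 0.0286 is the smallest possible), lower in 4 of 4 letter sets (-0.39, -0.52, -0.40 and -0.36). It was 0.45 in low dose vs. untreated (exact permutation p = 0.0571), higher in 4 of 4 sets, and 0.04 in high dose vs. untreated (exact permutation p = 0.886), which was -0.11 without G (exact permutation p = 0.457) and differed by -0.31, 0.68, -0.17 and -0.05 within the sets. High dose against the other doses within the sets gave -0.19 (exact permutation p = 0.432), or -0.34 without G (exact permutation p = 0.0370). No technical explanation of this score was tested.

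Ostn, which the paper labels in Figure 4A, depended on the letter set. Its counts in the untreated, low dose and high dose culture were 1, 0 and 0 in A-B-C, 1, 158 and 33 in G-H-I, 383, 346 and 49 in M-N-O, and 150, 209 and 40 in P-Q-R. The log2 fold change in high dose vs. low dose was -2.92, and it was lower in the 3 sets where it was above 3 counts. With A-B-C at the floor, no fold is given for that set.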
